# The rice OsNAC6 transcription factor orchestrates multiple molecular mechanisms involving root structural adaptions and nicotianamine biosynthesis for drought tolerance

**DOI:** 10.1111/pbi.12673

**Published:** 2017-01-04

**Authors:** Dong‐Keun Lee, Pil Joong Chung, Jin Seo Jeong, Geupil Jang, Seung Woon Bang, Harin Jung, Youn Shic Kim, Sun‐Hwa Ha, Yang Do Choi, Ju‐Kon Kim

**Keywords:** biotechnology, drought, NAC transcription factor, nicotianamine, rice, root

## Abstract

Drought has a serious impact on agriculture worldwide. A plant's ability to adapt to rhizosphere drought stress requires reprogramming of root growth and development. Although physiological studies have documented the root adaption for tolerance to the drought stress, underlying molecular mechanisms is still incomplete, which is essential for crop engineering. Here, we identified *OsNAC6*‐mediated root structural adaptations, including increased root number and root diameter, which enhanced drought tolerance. Multiyear drought field tests demonstrated that the grain yield of *OsNAC6* root‐specific overexpressing transgenic rice lines was less affected by drought stress than were nontransgenic controls. Genome‐wide analyses of loss‐ and gain‐of‐function mutants revealed that OsNAC6 up‐regulates the expression of direct target genes involved in membrane modification, nicotianamine (NA) biosynthesis, glutathione relocation, 3′‐phophoadenosine 5′‐phosphosulphate accumulation and glycosylation, which represent multiple drought tolerance pathways. Moreover, overexpression of *NICOTIANAMINE SYNTHASE* genes, direct targets of OsNAC6, promoted the accumulation of the metal chelator NA and, consequently, drought tolerance. Collectively, OsNAC6 orchestrates novel molecular drought tolerance mechanisms and has potential for the biotechnological development of high‐yielding crops under water‐limiting conditions.

## Introduction

Drought is a major environmental factor contributing to loss of crop yield worldwide, and in rice (*Oryza sativa*), this is due to drought‐induced phenomena such as delayed flowering time, a reduction in the number of spikelets and poor grain filling rate (Ekanayake *et al*., 1989; O'Toole and Namuco, 1983). Moreover, the proportion of agriculturally important areas with an inadequate water supply has increased substantially as a consequence of global warming and an explosive increase in human population (Mittler, 2006). Thus, the identification of plant drought tolerance mechanisms for deployment in crops is an important objective. To avoid and cope with drought stress, plants have evolved molecular mechanisms that coordinate the expression of suites of genes that protect them from drought‐induced damage, minimize loss of water and modulate their growth and development in arid environments (Shinozaki and Yamaguchi‐Shinozaki, 2007). Most drought‐inducible genes are regulated by drought‐responsive transcription factors (TFs), such as members of the AP2/ERF, MYB, bZIP and NAC families, which directly, or indirectly, regulate drought stress tolerance mechanisms (Abe *et al*., 2003; Fujita *et al*., 2004; Kang *et al*., 2002; Oh *et al*., 2009; Tran *et al*., 2004).

The NAC (NAM, ATAF and CUC) superfamily constitutes one of the largest plant‐specific TF families: 117 in *Arabidopsis thaliana*, 151 in rice, 163 in poplar (*Populus trichocarpa*) and 152 in both soybean (*Glycine max*) and tobacco (*Nicotiana tabacum*; Puranik *et al*., 2012). NAC TFs are involved in a wide range of abiotic and biotic stress responses. For example, *A. thaliana*,* AtNAC72* (*RD29*), *AtNAC109* and *AtNAC55* contribute to drought tolerance by promoting the detoxification of aldehydes in the glyoxalase pathway (Fujita *et al*., 2004; Tran *et al*., 2004), while *AtNAC2* is involved in responses to salt stress through ethylene and auxin signalling pathways (He *et al*., 2005). In rice, overexpression of *OsNAC9*,* OsNAC45*,* OsNAC52* and *OsNAC63* enhances tolerance to multiple abiotic stresses via the up‐regulation of genes involved in osmolyte production, detoxification activities, redox homeostasis and the protection of macromolecules (Hu *et al*., 2006; Redillas *et al*., 2012).

One key adaptation to drought stress involves changes in root growth and development in response to water‐deficit conditions (Sharp *et al*., 2004). Roots detect insufficient water availability in soils and release uncharacterized signals to induce resistance and/or adapt their architecture for optimal growth (Sieburth and Lee, 2010). Previous studies showed that rice inbred lines (IR20 × MGL‐2) with long and thick roots exhibit enhanced drought tolerance (Ekanayake *et al*., 1985). Moreover, overexpression of *TaNAC2* and *HRD* (*HARDY*) in *A. thaliana* promotes primary and lateral root growth and thus increasing root numbers (Karaba *et al*., 2007; Mao *et al*., 2012), while overexpression of *OsNAC5*,* OsNAC9* and *OsNAC10* in rice roots activates radial root growth (Jeong *et al*., 2010, 2013; Redillas *et al*., 2012), all of which result in enhanced drought tolerance. Recently, mechanisms involving the phytohormone auxin, regulated by *DEEPER ROOTING 1*, were shown to confer drought tolerance to rice by altering root growth angle (Uga *et al*., 2013). Thus, modification of root architecture is closely associated with drought tolerance; however, the underlying molecular mechanisms that confer root‐mediated drought tolerance are not fully understood.

*OsNAC6* is previously identified as a key regulator for rice stress responses (Nakashima *et al*., 2007; Ohnishi *et al*., 2005). Overexpression rice plants of *OsNAC6* show various stress tolerances to drought, high salinity and blast disease. The OsNAC6 acts as a transcriptional activator and up‐regulates stress‐inducible genes including lipoxygenase and peroxidase for stress tolerance (Nakashima *et al*., 2007), indicating that the *OsNAC6* is sufficient to confer stress tolerance in rice plant. Interestingly, the *OsNAC6* controls root growth at early vegetative stage through chromatin modification (Chung *et al*., 2009). It suggests a possible connection between the root structure modifications by *OsNAC6* and *OsNAC6*‐mediated drought tolerance.

In this study, we investigated the molecular mechanisms of *OsNAC6*‐mediated drought tolerance. Transgenic rice lines overexpressing *OsNAC6* under the control of either the root‐specific or the constitutive promoters showed improved drought tolerance, whereas *nac6* mutant exhibited drought susceptibility. In addition, multiyear field drought tests confirmed that root‐specific overexpression of *OsNAC6* significantly enhanced drought tolerance. We further characterized *OsNAC6*‐mediated root phenotypes related to drought tolerance. RNA‐seq and ChIP‐seq analyses led to the identification of the direct target genes of *OsNAC6*, which together constitute the *OsNAC6*‐mediated drought tolerance pathways.

## Results

### *OsNAC6* overexpression in roots is sufficient to confer drought tolerance

*OsNAC6* is a drought‐responsive TF that is also regulated by the abscisic acid as well as by low temperature and salinity stresses (Figure S1; Jeong *et al*., 2010; Nakashima *et al*., 2007). To investigate its biological roles, we designed two different constructs for *OsNAC6* overexpression in rice (Nipponbare): root‐specific *RCc3::OsNAC6* and constitutive *GOS2::OsNAC6*. To eliminate somaclonal variation, successive field selection of T_1–4_ plants was performed to identify elite lines that grew normally, without stunting. Six independent homozygous lines (#7, 24 and 38 for *RCc3::OsNAC6* and #18, 53 and 62 for *GOS2::OsNAC6*) were selected for further analysis.

To assess drought resistance, 4‐week‐old *OsNAC6* overexpressors (T_5_ generation) and nontransgenic (NT, Nipponbare) plants were subjected to progressive drought stress by withholding water for 5 days under greenhouse conditions. NT plants showed drought‐associated visual symptoms, such as leaf rolling and wilting earlier than the transgenic plants (Figure 1a). Moreover, after re‐watering, both types of *OsNAC6* overexpressors recovered better from the drought stress than the NT plants, which continued to wilt and finally died (Figure 1a). The *RCc3::OsNAC6* lines showed high levels of *OsNAC6* expression only in roots, while the *GOS2::OsNAC6* lines showed high levels of *OsNAC6* expression in both leaves and roots (Figure 1b). To independently confirm the conferred drought tolerance, we carried out a leaf chlorophyll fluorescence assay, measuring *F*_v_/*F*_m_ (*F*_v_: variable fluorescence and *F*_m_: maximum fluorescence), an indicator of photochemical efficiency of photosystem II (PSII), which can be reduced by drought stress. NT leaves exhibited a rapid decrease in *F*_v_/*F*_m_ values as early as 0.5 h after the onset of the drought treatment, while the transgenic leaves showed a delayed decrease in *F*_v_/*F*_m_ values that were ~1.5‐fold higher than those of the NT (Figure 1c), indicating that PS II of the *OsNAC6* overexpressors was less affected by drought stress. Notably, *OsNAC6* overexpression in roots alone was sufficient to confer drought tolerance during the vegetative stage of growth.

**Figure 1:**
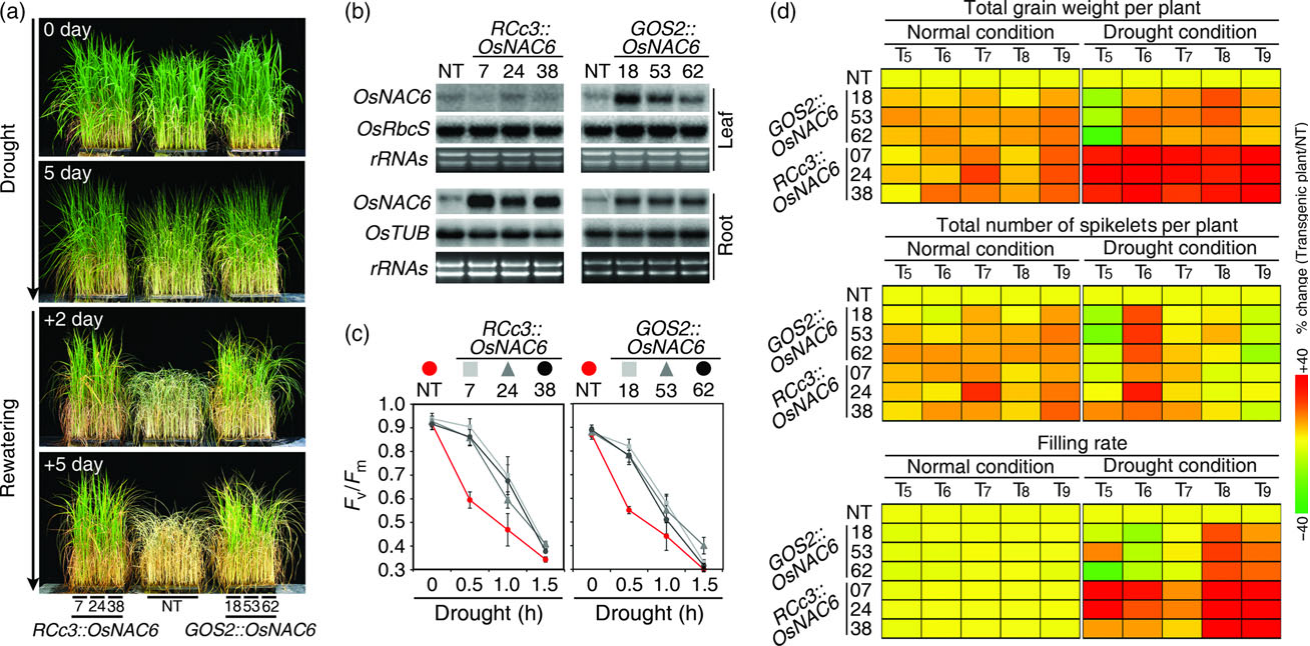
Drought tolerance of *RCc3::OsNAC6* and *GOS2::OsNAC6* transgenic plants. (a) Drought tolerance of three independent *RCc3::OsNAC6* and *GOS2::OsNAC6* lines (T_5_ generation) at a vegetative development stage. Four‐week‐old plants were exposed to drought for 5 days, followed by re‐watering. The number of days on the images indicates the duration of the drought and re‐watering. (b) RNA gel blot analysis using total RNA from leaves and roots of 4‐week‐old *RCc3::OsNAC6, GOS2::OsNAC6* and NT plants, grown under normal growth condition. *OsRbcS* and *OsTUB* were used as internal controls. (c) Photochemical efficiency test, measuring the leaf chlorophyll fluorescence (*F*_v_/*F*_m_). Values for each time point represent the mean ± SE of three‐replicate experiments (n = 30 for each genotype). (d) Heatmap of agronomic traits of three independent homozygous lines (from T_5_ to T_9_ generation) grown in the field under normal and drought conditions. Mean values for each category (n = 30 for each condition of each line) are listed in Table S1. Change (%) of total grain weight, or total number of spikelets per line in each year, was calculated as (mean value of the agronomic trait per each line/mean value of agronomic trait of NT) × 100. Filling rate (%) was (total filled grain/[total filled grain + total unfilled grain]) × 100.

### Multiyear field tests of the *OsNAC6* overexpressors

As reproductive development is highly vulnerable to drought stress (Ekanayake *et al*., 1989; O'Toole and Namuco, 1983), and field tests represent a more informative approach to evaluate effective crop traits under agronomically relevant conditions (Nuccio *et al*., 2015), we performed drought studies of the *OsNAC6* overexpressors in a rice paddy field and focused on the reproductive development over the course of 5 years (T_5–9_ generation). *OsNAC6* overexpressors, along with NT plants, were transplanted in a paddy field in Gunwi, Korea, and grown to maturity. Yield parameters, such as total grain weight, the total number of spikelets and grain filling rate, were scored for 30 plants per transgenic event and for the NT control. Under normal growth conditions, total grain weight increased by 3%–25% in *RCc3::OsNAC6* plants and by 3%–18% in *GOS2::OsNAC6* compared with NT control plants (Figure 1d; Table S1). This increase in grain weight was mostly caused by an increase in the number of spikelets, rather than an increased filling rate (Figure 1d; Table S1), indicating that overexpression of *OsNAC6* in roots affects reproductive development, especially grain yield, under normal growth conditions.

Under drought conditions (plants exposed to intermittent drought stress at the transition stage from vegetative to reproductive development), the total grain weight of the *RCc3::OsNAC6* plants was 26%–74% greater than that of the NT controls, whereas *GOS2::OsNAC6* plants showed similar values, or only a slight increase (−32% to 22%), compared with NT plants (Figure 1d; Table S1). Given the similar levels of drought tolerance shown by *RCc3::OsNAC6* and *GOS2::OsNAC6* plants at the vegetative stage, this difference in their total grain weight under drought conditions was unexpectedly large. We determined that this was mainly due to a higher grain filling rate in the *RCc3::OsNAC6* plants than in either the NT or the *GOS2::OsNAC6* plants under drought conditions (Figure 1d; Table S1). Taken together, these results indicate that root‐specific overexpression of *OsNAC6* increases drought tolerance at the reproductive stage of growth under field drought conditions.

### *OsNAC6* expression in roots controls tiller development

To further investigate the higher spikelet number of the *OsNAC6* overexpressors under normal growth conditions, we first grew *RCc3::OsNAC6* and *GOS2::OsNAC6* plants, together with NT control, until the panicle developmental stage (approximately 3‐month‐old plants) in rice paddy fields, and counted the number of tillers. The *OsNAC6* overexpressors showed a slight increase (*P* > 0.05) in tiller number compared with NT plants (Figure 2a, c). However, as one tiller typically produces approximately 90 spikelets, the small difference in tiller number accounts for the substantially higher spikelet number in the *OsNAC6* overexpressing lines. We also evaluated *nac6*, a null mutant (Hwayoung) that has a T‐DNA insertion in *OsNAC6* (Chung *et al*., 2009), with NT (Hwayoung) plants, grown until the panicle stage in rice paddy fields. *nac6* showed reduced grain productivity, mainly due to a reduced number of spikelets and poor grain filling rate (Table S2). In addition, *nac6* produced significantly fewer (*P* < 0.05) tillers than NT plants (Figure 2b; Table S2), with averages over 2 years of 5 and 9, respectively (Figure 2c). This phenotype was rescued in complementation lines (*nac6* ^COM^), in which an *OsNAC6* genomic region was inserted into the *nac6* mutant (Figure S2a; Table S3). To further verify the role of *OsNAC6* in tiller development, we grew *OsNAC6* overexpressors and *nac6* together with NT controls (Nipponbare and Hwayoung) under long‐day growth conditions in a greenhouse, under which rice plants produce more tillers (Figure 2i). NT (Nipponbare) plants had ~40 tillers at the panicle stage, whereas *GOS2::OsNAC6* and *RCc3::OsNAC6* transgenic lines had ~54 and ~49 tillers, respectively. In addition, NT (Hwayoung) plants produced ~43 tillers, whereas *nac6* had ~25. The opposite tiller number phenotype in the *OsNAC6* overexpressors compared with *nac*6 indicates that *OsNAC6* regulates tiller development, and the root‐specific overexpression of *OsNAC6* is sufficient to promote tiller development.

**Figure 2:**
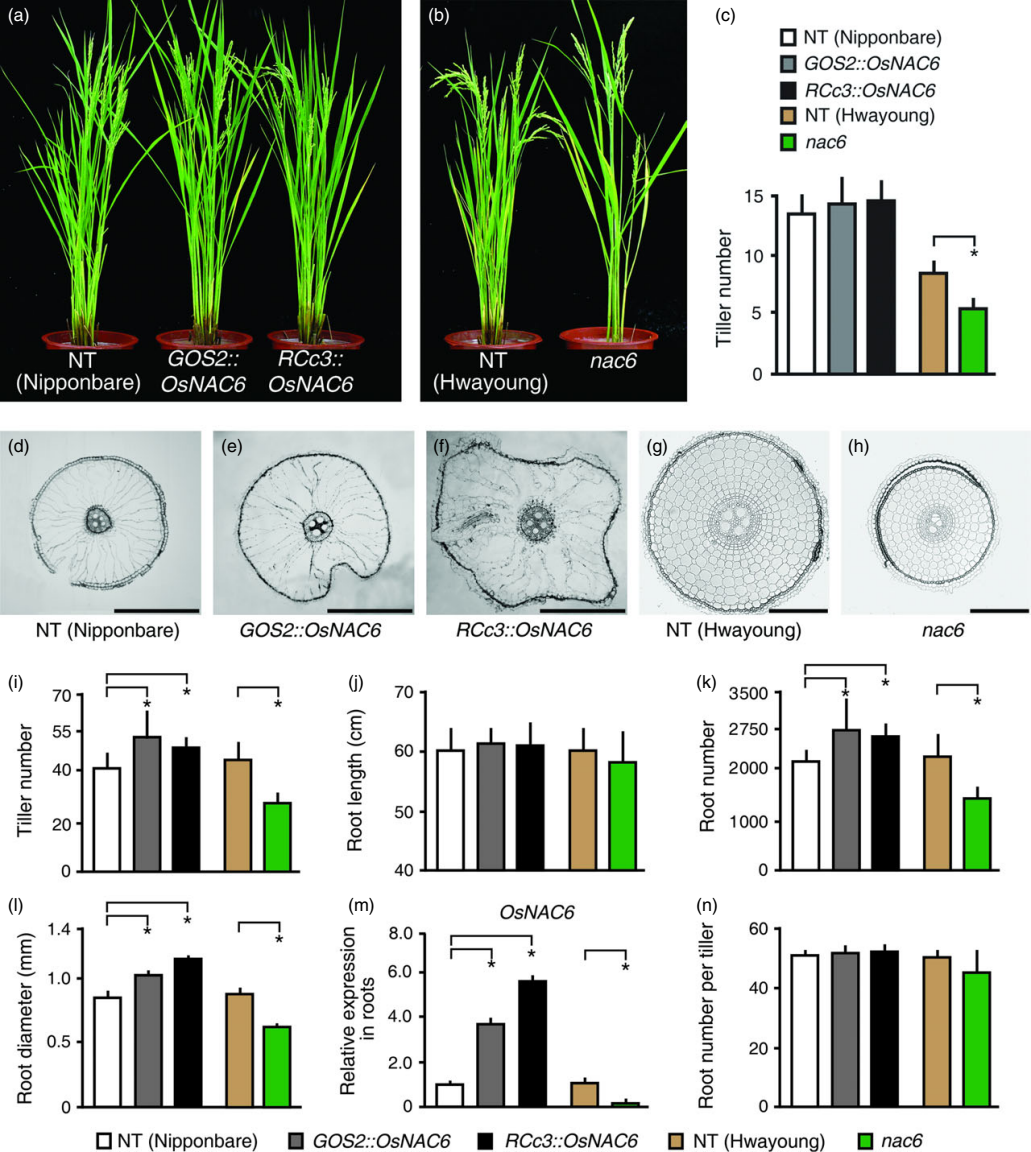
Phenotypes of *RCc3::OsNAC6*, *GOS2::OsNAC6* and *nac6* plants. (a–c) Phenotypes of 3‐month‐old *OsNAC6* overexpressors and *nac6* knockout mutants grown in a rice paddy field. Representative plants were transferred to pots for photographing. (a) *OsNAC6* overexpressors. (b) *nac6* mutants. (c) Tiller number of 3‐month‐old plants. Values shown are the mean + SD (n = 20 for each genotype). Asterisks indicate significant differences compared to NT control plants (*P *<* *0.05, Student's *t*‐test). (d–m) Phenotypes of 3‐month‐old *OsNAC6* overexpressors and *nac6* knockout mutants grown under long‐day conditions in the greenhouse. (d–f) Cross sections of root maturation zones (~30 cm from the root apex). (g, h) Cross sections of roots in the elongation zone (~3 mm from the root apex). (i–m) Quantitative analysis of phenotypes. Values shown are the mean + SD (n = 5 plants for each genotype). (i) Tiller number. (j) Root length. (k) Crown root number. (l) Root diameter (~30 cm from the root apex; 50 roots from five plants for each genotype). (m) qRT‐PCR of *OsNAC6* in 2‐week‐old roots. *UBIQUITIN 1* expression was used as an internal control. Values shown as the mean + SD of two biological replicates, each of which had two technical replicates. (n) Crown root number per tiller. Asterisks indicate significant differences compared to NT control plants (*P *<* *0.05, Student's *t*‐test). Scale bars, 500 μm in d–f and 100 μm in g and h.

### Root development is regulated by *OsNAC6*

We next compared the roots of the *OsNAC6* overexpressors and *nac6* with those of NT controls grown at the panicle stage under long‐day conditions. Root length was similar among all the genotypes (Figure 2j; Figure S2b). However, root number and diameter were significantly different between *OsNAC6* overexpressors and NT plants: NT plants had ~2,100 crown roots and an average root diameter of 0.8 mm, whereas the *OsNAC6* overexpressors had ~2,600 crown roots and a 1.1 mm root diameter (Figure 2k, l). Conversely, *nac6* had ~1,300 crown roots and an average root diameter of 0.8 mm (Figure 2k, l). We noted that large aerenchyma cells in roots of *OsNAC6* overexpressors mainly contributed to their wider root diameter (Figure 2d–f) and that cell layers in the cortex regions of *nac6* roots were substantially reduced in the elongation zones compared with NT plants (Figure 2g, h). These opposite root phenotypes were caused by expression level of the *OsNAC6* in roots of *nac6* mutants and *OsNAC6* overexpressors (Figure 2m). As root number positively correlates with tiller number (Hockett, 1986), we evaluated the average root number per tiller, which was found to be similar among all the genotypes (Figure 2n). We therefore concluded that the root number variation was caused by *OsNAC6* overexpression and the *nac6* mutation leads to abnormal tiller development.

### *OsNAC6* is necessary for rice drought tolerance

To test whether the *OsNAC6* is necessary for drought response, 4‐week‐old *nac6*,* nac6* ^COM^ and WT (Hwayoung) plants were subjected to progressive drought stress and we monitored drought‐induced visual symptoms (Figure 3a). Leaf rolling and wilting were detected in *nac6* earlier than *nac6* ^COM^ and WT plants (Figure 3a). Moreover, after re‐watering, both *nac6* ^COM^ and NT plants recovered better from the drought stress than the *nac6* mutants, which continued to wilt and finally died (Figure 3a). To independently confirm the drought susceptibility of *nac6* mutants, we carried out a leaf chlorophyll fluorescence assay (*F*_v_/*F*_m_). *nac6* leaves exhibited a rapid decrease in *F*_v_/*F*_m_ values at 1 h after the drought treatment, while the *nac6* ^COM^ and NT leaves showed a delayed decrease in *F*_v_/*F*_m_ values (Figure 3b), indicating that PS II of the *nac6* mutants was more damaged by drought stress and *nac6* ^COM^ plants showed normal drought response compared to WT plants. Collectively, *OsNAC6* is necessary to confer rice drought tolerance.

**Figure 3:**
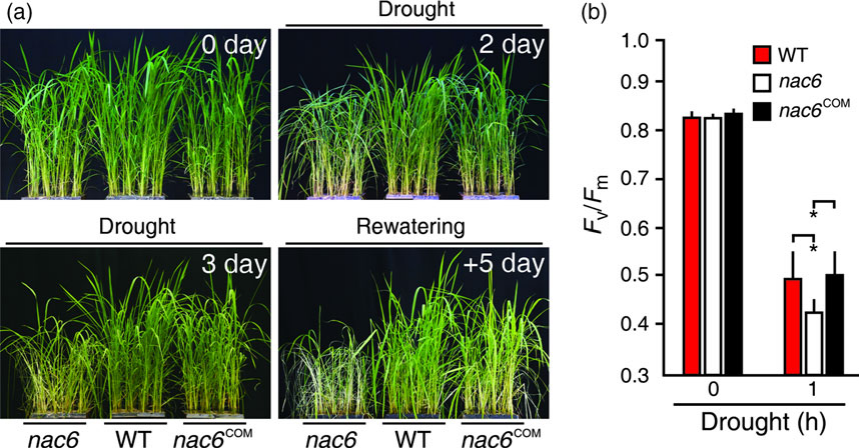
Drought susceptibility of *nac6* mutant. (a) Drought response of *nac6* and *nac6* ^COM^ . Four‐week‐old plants were exposed to drought for 5 days, followed by re‐watering. The number of days on the images indicates the duration of the drought and re‐watering. (b) Photochemical efficiency (*F*_v_/*F*_m_) of 4‐week‐old *nac6* and *nac6* ^COM^ plants. Data are shown as the mean + SD of two replicates experiments (n = 20 for each genotype). Asterisks indicate significant differences compared to WT control plants (*P *<* *0.05 by Student's *t*‐test).

### *OsNAC6* is predominantly expressed in the root endodermis, pericycle and phloem

To determine the expression patterns of *OsNAC6* in roots, we generated transgenic rice plants (*OsNAC6::GUS*) harbouring an *OsNAC6* promoter region driving expression of the β*‐GLUCURONIDASE* (*GUS*) gene. Four‐week‐old *OsNAC6::GUS* plants showed GUS activity in the root apical meristem that diminished in the root elongation zone (Figure 4a). In addition, *in situ* hybridization analysis in the elongation zone of crown roots revealed the expression of *OsNAC6* in the endodermis and pericycle, as well as the vasculature, where it was predominantly expressed in the phloem (Figure 4b, c). The phloem‐dominant *OsNAC6* expression was also observed in the base of shoots (Figure 4d–f). Expression in the endodermis and pericycle is consistent with *OsNAC6* influencing root radial growth, while expression in the vasculature suggests an association with long‐distance regulation.

**Figure 4:**
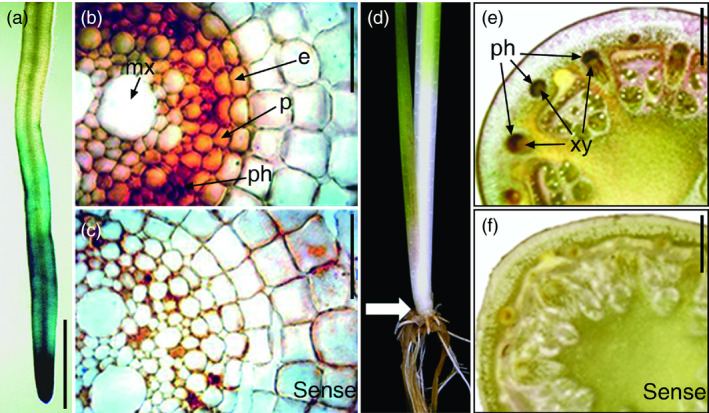
Expression patterns of *OsNAC6*. (a) Expression pattern in 4‐week‐old *OsNAC6::GUS* roots. (b, c) *In situ* hybridization analysis of *OsNAC6* in the elongation zone of 3‐month‐old roots. (b) Antisense probe. Signals were detected in the endodermis, pericycle and phloem. (c) Sense probe. (d–f) *In situ* hybridization analysis of *OsNAC6* at the base of 3‐month‐old shoots. (d) Position of a shoot cross section (arrow). (e) Antisense probe. Signals were detected in the phloem. (f) Sense probe. e, endodermis; mx, metaxylem; p, pericycle; ph, phloem; xy, xylem. Scale bars, 2 mm in a, e and f, and 100 μm in b and c.

### Identification of *OsNAC6*‐regulated downstream genes

To identify molecular pathways by which *OsNAC6* regulates root development and confers drought tolerance, we performed RNA‐seq analyses of five different roots from 2‐week‐old *RCc3::OsNAC6*,* GOS2::OsNAC6*,* nac6* and two NT control plants (Nipponbare and Hwayoung). As OsNAC6 functions as a transcriptional activator (Nakashima *et al*., 2007), candidate target genes regulated by OsNAC6 were identified using the following cut‐off criteria: genes with ≥2‐fold higher expression in *RCc3::OsNAC6* or *GOS2::OsNAC6* (log2 ratio ≥1.0) than in NT and genes with ≥2‐fold lower expression in *nac6* (log2 ratio ≤−1.0) than in NT. Accordingly, a total of 1,825 and 1,294 genes were up‐regulated in *RCc3::OsNAC6* and *GOS2::OsNAC6* lines, respectively, of which 479 genes were present in both sets (Figure 5a; Figure S3; Table S4). We expanded the analysis by comparing these genes with the 1,715 genes that were down‐regulated in *nac6*. Based on these RNA‐seq profiles, 51 genes were identified as potential key genes in *OsNAC6*‐mediated drought tolerance when up‐regulated in roots.

**Figure 5:**
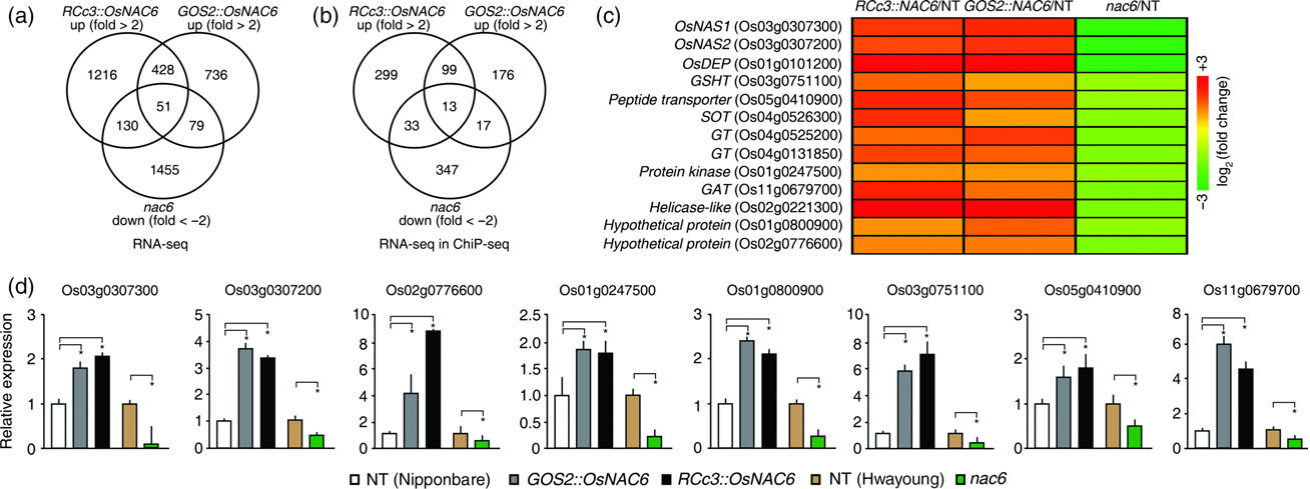
Transcriptomic analysis of *RCc3::OsNAC6*, *GOS2::OsNAC6* and *nac6* roots and a comparison between RNA‐seq and ChIP‐seq data. (a) Venn diagram of up‐regulated genes in roots of 2‐week‐old *RCc3::OsNAC6* and *GOS2::OsNAC6* relative to NT plants (cut‐off, ≥ 2.0‐fold) and down‐regulated genes in roots of *nac6* relative to NT plants (cut‐off, ≤−2.0‐fold), using RNA‐seq. (b) Venn diagram showing the number of potential genes directly up‐regulated by OsNAC6 by comparing RNA‐seq with ChIP‐seq data. (c) Thirteen high‐confidence target genes up‐regulated by OsNAC6 and a heatmap of their expression levels based on RNA‐seq data. (d) qRT‐PCR verification of genes up‐regulated by *OsNAC6*. *UBIQUITIN 1* expression was used as an internal control. Values shown as the mean + SD of two biological replicates, each of which had two technical replicates. Asterisks indicate significant differences compared to NT control plants (*P *<* *0.05, Student's *t*‐test).

Among the 51 genes, putative direct targets were identified by considering the results of a chromatin immunoprecipitation (ChIP‐seq) analysis of roots from transgenic rice plants (*RCc3::6xmyc‐OsNAC6*; Figure S4). 

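In ChIP‐seq, chromatin is cross‐linked and precipitated with an antibody, and sequenced reads pile up as peaks where the precipitated protein was bound. Roots of 2-week-old plants gave 5 libraries, with 1 library per condition and therefore no replicates. NT plants gave a total input, an anti‐myc and an anti‐PolII library, and *RCc3::6xmyc‐OsNAC6* plants gave an anti‐myc and an anti‐PolII library. In the transgenic plants, OsNAC6 carries a myc tag that the anti‐myc antibody binds, whereas anti‐PolII precipitates RNA polymerase II at transcribed genes. Values of 3 libraries were analysed, namely NT total input and both libraries of *RCc3::6xmyc‐OsNAC6*. The NT anti‐myc and NT anti‐PolII libraries were not analysed here. The deposited read counts divided by the deposited RPM gave library totals of 13228546 reads for NT total input, 7701590 reads for anti‐myc and 6879085 reads for anti‐PolII. The authors called peaks separately in the anti‐myc and the anti‐PolII library of the transgenic plants and deposited 17876 peaks in all. Each peak was listed with its position, its sequence, a score, an annotation class and the identifier of the nearest transcription start site (TSS). Read counts and RPM were given for 119 merged regions, in which an anti‐myc peak overlapped an anti‐PolII peak. The paper's text does not name the aligner, the peak caller or the genome build, and coordinates are given here as the authors listed them. A peak was counted as bound when it was listed for the anti‐myc library and assigned to a gene model with an Os identifier. The ratio of anti‐myc to NT total input was computed only in the merged regions, so that most listed peaks were not filtered again on their ratio. Peaks assigned to other identifiers, the distance to the TSS and the score are the choices that could change the counts. Intervals cover counting error only, because the spread between plants or between precipitations was not measured.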

After removing background peaks, a total of 11,969 peaks were found to be associated with rice gene models. 

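The authors listed 10236 anti‐myc peaks, each 200 bp wide, and 7640 anti‐PolII peaks, each 156 bp wide. It is not stated whether the listed peaks are those left after the paper's removal of background peaks, and none were removed further. The whole anti‐myc list is smaller than the paper's 11969 peaks. If each peak counts once, the paper's number cannot come from this list alone. Of the anti‐myc peaks, 5039 (49.2%) were assigned to a gene model with an Os identifier, and they covered 4641 such genes. The remaining anti‐myc peaks were assigned to other identifiers, and counting every identifier moved the number of bound peaks most, to 10236. Of the anti‐PolII peaks, 4188 were assigned to 3919 genes with an Os identifier. Among all anti‐myc peaks, 49.2% were intergenic (95% Wilson interval, 48.2% to 50.1%), and 22.7% were in the promoter‐TSS class (21.9% to 23.5%). The transcription termination site class held 10.7% of the anti‐myc peaks, exons 9.50%, introns 5.92%, 3′ UTRs 1.39% and 5′ UTRs 0.674%. Intergenic peaks were more frequent in the anti‐myc than in the anti‐PolII library, in which they made up 40.7% (odds ratio 1.41, 95% interval 1.32 to 1.49, Fisher's exact test, two‐sided, p = 3.7e-29, adjusted p = 2.59e-28 over 7 classes). Promoter‐TSS peaks were less frequent in the anti‐myc than in the anti‐PolII library, in which they made up 26.2% (odds ratio 0.827, 95% interval 0.772 to 0.887, Fisher's exact test, two‐sided, p = 7.1e-08, adjusted p = 1.66e-07). Intron peaks were also less frequent in the anti‐myc than in the anti‐PolII library, in which they made up 9.21% (odds ratio 0.620, Fisher's exact test, two‐sided, adjusted p = 3.7e-16), and so were peaks at transcription termination sites, with 12.7% in the anti‐PolII library (odds ratio 0.822, adjusted p = 5.59e-05). For exons and both UTR classes, the adjusted p of Fisher's exact test ranged from 0.0913 to 0.927. These tests compare the peak lists of the 2 libraries, not conditions. In the 119 merged regions, the median number of reads was 21 in NT total input, 48 in anti‐myc and 58 in anti‐PolII. The log2 ratio of anti‐myc to NT total input in RPM had a median of 2.00 and was at least 1 in 115 of the 119 regions. With an exact binomial interval on the reads of each region, the lower 95% limit of the log2 ratio lay above 1 in 83 regions. Each of these regions holds a called anti‐myc peak, so the selection itself favours high ratios. The ratios therefore do not test whether the peaks are bound.

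**Figure D1:**
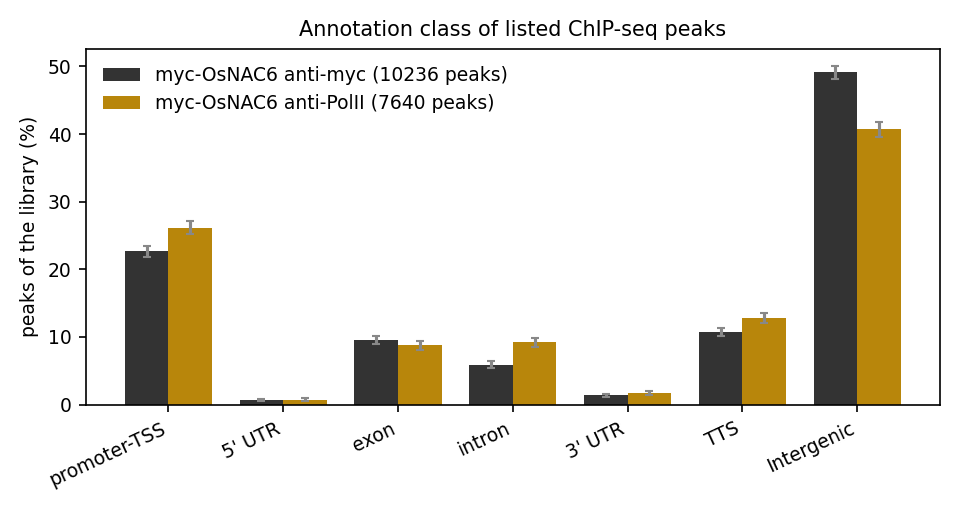
Share of listed peaks in each annotation class (y axis, percent of the peaks of the library) for the anti‐myc (10236 peaks) and anti‐PolII (7640 peaks) libraries of RCc3::6xmyc‐OsNAC6 roots. Bars show the share and error bars the 95% Wilson interval; the intergenic bar reaches 49.2% for anti‐myc and 40.7% for anti‐PolII.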

Among the 51 up‐regulated genes through the RNA‐seq analyses, 13 were found to be present in the ChIP‐seq profiles (Figure 5b; Table S4). 

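Of the 51 genes, 3 had a listed anti‐myc peak assigned to them, a share of 5.88% (95% Wilson interval, 2.02% to 15.9%). The paper's 13 genes are those with a log2 ratio in Table S4 of at least 1. That is another measure than a listed peak, so the counts are not alike. The other genes up‐regulated in *RCc3::OsNAC6* comprised 1679 unique identifiers after the 1825 entries of the complete sheets of Table S4 had been reduced to 1730 unique genes. An anti‐myc peak was assigned to 209 of these 1679 genes, or 12.4% (11.0% to 14.1%). The shares of the 51 genes and of the other genes could not be told apart at this number of genes (odds ratio 0.440, 95% interval 0.0868 to 1.38, Fisher's exact test, two‐sided, p = 0.20). The alternative that moved the odds ratio most replaced the listed peaks by the paper's ratios in Table S4 of at least 1 within 2000 bp of the TSS, where it was 1.35 (p = 0.43), and it was chosen after the values had been seen. Within the sets of Figure 5a, an anti‐myc peak was assigned to 56 of 415 unique genes of the 428 also up‐regulated in *GOS2::OsNAC6* (13.5%), to 144 of 1150 of the 1216 in *RCc3::OsNAC6* alone (12.5%) and to 9 of 114 of the 130 also down‐regulated in *nac6* (7.89%). An anti‐PolII peak was assigned to 5 of the 51 genes, or 9.80% (4.26% to 21.0%), and to 177 of the other 1679 genes, or 10.5% (odds ratio 0.922, Fisher's exact test, two‐sided, p = 1). Peaks of the 2 libraries together were assigned to 8 of the 51 genes. The other sheets of Table S4 were not used here.

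**Figure D2:**
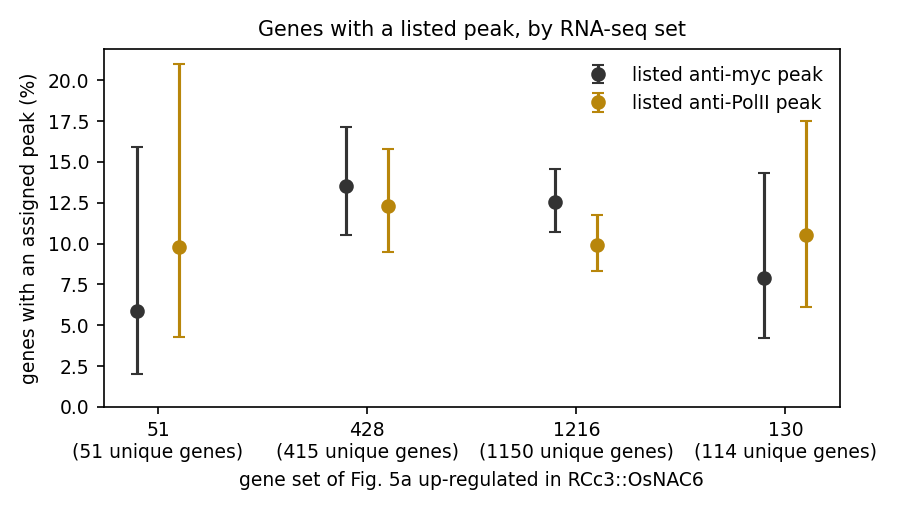
Share of genes with at least 1 assigned peak (y axis, percent) in the gene sets of Figure 5a that were up‐regulated in RCc3::OsNAC6 (x axis, with the number of unique genes). Points show the share for listed anti‐myc and anti‐PolII peaks and error bars the 95% Wilson interval; the interval of the 51 genes for anti‐myc runs from 2.02% to 15.9%.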

The potential direct target genes included *NICOTIANAMINE SYNTHASE 1* and *NICOTIANAMINE SYNTHASE 2* (*OsNAS1* and *OsNAS2*), *DEHYDRASE‐ENLOASE PHOSPHATASE* (*OsDEP*), *GLUTATHIONE TRANSPORTER* (*GSHT*), *PEPTIDE TRANSPORTER*,* SULFOTRANSFERASE* (*SOT*), *GLUCOSYLTRANSFERASE* (*GT*), *GLYCEROL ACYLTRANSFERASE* (*GAT*) and *PROTEIN KINASE* (Figure 5c). 

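Of the 13 genes, 2 had a listed anti‐myc peak. *OsDEP* (Os01g0101200) had one on chromosome 1 from 62229 to 62429, in intron 1 of 3 and 217 bp downstream of its TSS. Its score in the authors' deposited table was 29.2, above 68.7% of the anti‐myc peaks, and the paper's log2 ratio at this distance is 1.88. The hypothetical protein gene Os02g0776600 had an intergenic anti‐myc peak on chromosome 2 from 32819774 to 32819974, which the authors placed at a distance of 3875 bp from the TSS. That peak had a score of 28.6 in the authors' deposited table, and the paper's log2 ratio is 3.08. The *GT* gene Os04g0525200 had no listed anti‐myc peak but an anti‐PolII peak on chromosome 4 from 26265390 to 26265546, in the 3′ UTR and 1962 bp downstream of its TSS. The paper's log2 ratio for this gene, 1.97, is given at the same distance. The other 10 genes included *OsNAS1*, *OsNAS2*, *GSHT*, *PEPTIDE TRANSPORTER*, *SOT*, *GAT* and *PROTEIN KINASE*. No anti‐myc or anti‐PolII peak analysed here was assigned to them or named them in its annotation. Positions around these genes were not searched, so a nearby peak assigned to another identifier could be missed. The paper's log2 ratios for the 13 genes run from 1.00 for *SOT* to 3.48 for *PEPTIDE TRANSPORTER*. Because the anti‐myc library was the shallower one, a 2-fold ratio in RPM corresponds to 1.16 anti‐myc reads per input read. The remaining anti‐myc peak among the 51 genes belonged to Os11g0634902, which is not among the 13 genes and was named after its value had been seen. This peak lay on chromosome 11 from 24993039 to 24993239, in exon 1 of 6 and 326 bp downstream of the TSS, with a score of 24.7 in the authors' deposited table. Of the 5 genes among the 51 whose ratio in Table S4 lies between 0.85 and 1, none had a listed anti‐myc peak. From the presence of genes in both the RNA‐seq and the ChIP‐seq results, the paper concludes that these genes are potential direct targets of OsNAC6.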

*OsNAS1*,* OsNAS2* and *OsDEP* are key regulators of the biosynthesis of nicotianamine (NA), which acts as an Fe chelator and a potential antioxidant (Inoue *et al*., 2003; Itai *et al*., 2013; Lee *et al*., 2009, 2012). *GSHT* and *SOT* contribute to antioxidant activity through glutathione relocation and 3′‐phosphoadenosine 5′‐phosphate (PAP) biosynthesis, respectively (Klein and Papenbrock, 2004; Noctor *et al*., 2010). The accumulation of these antioxidants and PAP has been shown to alleviate drought‐induced oxidative damage (Cheng *et al*., 2015; Wilson *et al*., 2009). GAT is involved in membrane modification through lipid metabolism that affects abiotic stress tolerance (Li *et al*., 2007; Murata *et al*., 1992), while GT genes control the glycosylation of a structurally diverse range of substrates, including auxin, in association with water stress tolerance (Tognetti *et al*., 2010; Vogt and Jones, 2000). The expression of the target genes was verified by qRT‐PCR using independently isolated total RNAs from roots of the *OsNAC6* overexpressors and *nac6* (Figure 5d).

### OsNAC6 up‐regulates NA biosynthesis in roots, thereby conferring drought stress tolerance

As *OsNAS1*,* OsNAS2* and *OsDEP* were found to be direct targets of OsNAC6, we expanded our analysis of the RNA‐seq data to include genes in the whole NA biosynthesis pathway, including the methionine (Met) cycle (Figure 6a; Table S4). This revealed that the expression of *OsNAS3*, which encodes another enzyme in NA biosynthesis, was also up‐regulated in roots of the *OsNAC6* overexpressors and down‐regulated in *nac6* roots. Similarly, the expression of *METHYLTHIORIBOSE KINASE* (*OsMTK1* and *OsMTK2*), *OsDEP*,* METHYLTHIORIBUROSE‐1‐PHOSPHATE ISOMERASE* (*OsIDI2*), *ACIREDUCTONE DIOXYGENASE* (*OsIDI1*) and *AROMATIC AMINOTRANSFERASE* (*OsIDI4*) genes, which encode key enzymes that generate *S*‐adenosyl‐Met, a NA precursor in Met cycle (Itai *et al*., 2013), were all up‐regulated in the *OsNAC6* overexpressors and down‐regulated in *nac6* (Figure 6a; Table S4). From this, we inferred that high NA accumulation in the roots of *OsNAC6* overexpressors might promote root development, leading to drought tolerance.

**Figure 6:**
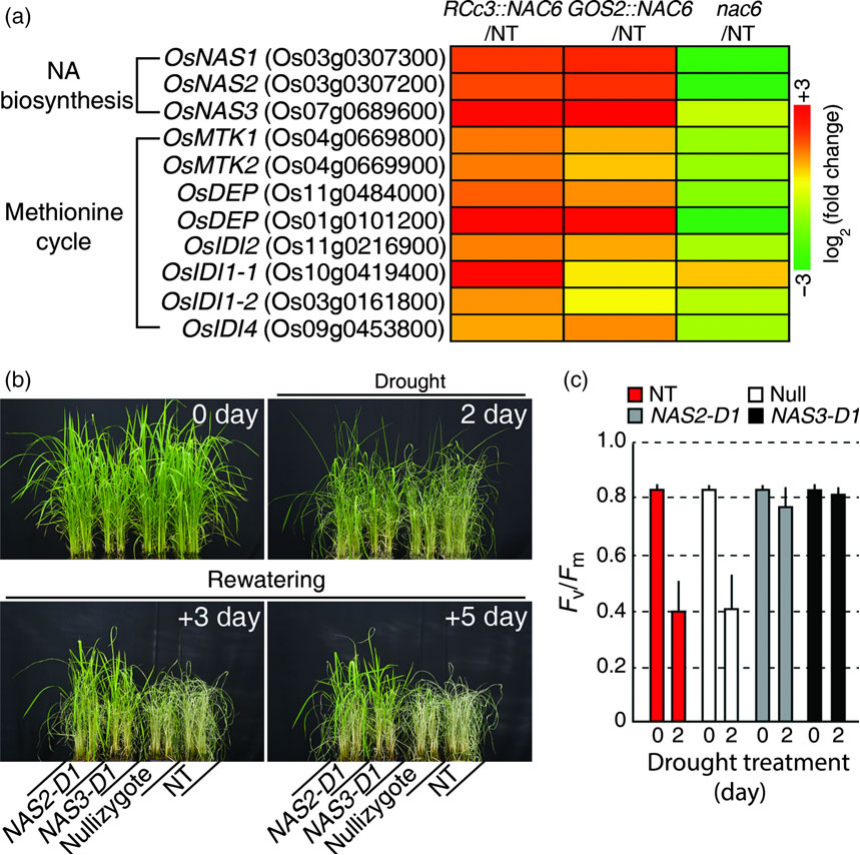
Drought tolerance of *OsNAS2‐D1* and *OsNAS3‐D1*. (a) Expression levels of genes related to NA biosynthesis and the methionine cycle regulated by *OsNAC6*, based on RNA‐seq data. (b) Drought tolerance of *OsNAS2‐D1* and *OsNAS3‐D1* plants at a vegetative developmental stage. Four‐week‐old plants were exposed to drought for 5 days, followed by re‐watering. The numbers of days on the images indicate the duration of the drought (2 day means plants that were exposed to drought stress for 2 days) and re‐watering (+3 and +5 day mean plants that were re‐watered for three and 5 days, respectively). (c) Photochemical efficiency (*F*_v_/*F*_m_) of *OsNAS2‐D1* and *OsNAS3‐D1* rice plants, grown in a greenhouse at 28–30 °C for 4 weeks and drought treated for 2 days. Each value represents the mean + SE (n = 30 for each genotype).

To determine whether increased NA accumulation in rice plants affects their responses to drought, we exposed two activation‐tagged rice lines, *OsNAS2‐D1* and *OsNAS3‐D1*, which have high levels of NA (Lee *et al*., 2009, 2012), together with nullizygotes (Null) from *OsNAS2‐D1* and NT (Dongjin) plants to drought conditions during vegetative development. NT and Null plants showed drought‐associated visual symptoms, such as leaf rolling and wilting, earlier than *OsNAS2‐D1* and *OsNAS3‐D1* plants (Figure 6b). After re‐watering, *OsNAS2‐D1* and *OsNAS3‐D1* recovered, whereas the NT and Null plants continued to wilt and finally died (Figure 6b). To further confirm the drought tolerance, we measured *F*_v_/*F*_m_ of leaves after 2 days of drought stress treatment. NT and Null leaves exhibited a sharp decrease in *F*_v_/*F*_m_ values after 2 days of drought treatment, whereas there was no significant difference in the *F*_v_/*F*_m_ values of leaves from *OsNAS2‐D1* and *OsNAS3‐D1* plants that were untreated or drought‐treated for 2 days (Figure 6c). These results suggested that *OsNAC6*‐mediated NA accumulation in roots is sufficient to confer drought tolerance.

## Discussion

We demonstrated here that the rice transcription factor *OsNAC6* is a regulator of drought tolerance pathways and represents a potentially valuable candidate for genetic engineering of drought‐tolerant high‐yielding crops. Root‐specific (*RCc3::OsNAC6*) and whole‐body (*GOS2::OsNAC6*) rice overexpression lines showed enhanced drought tolerance at the vegetative stage. Notably, only *RCc3::OsNAC6* lines showed improved drought tolerance at the reproductive stage under field drought conditions. Similar observations were made when *OsNAC5*,* OsNAC9* and *OsNAC10* were overexpressed under the control of the *RCc3* and *GOS2* promoters (Jeong *et al*., 2010, 2013; Redillas *et al*., 2012). It is possible that whole‐body overexpression of *OsNAC6* and its target genes may perturb reproductive development under drought conditions, resulting in a trade‐off in grain yield. This idea is supported by the observations that both *UBIQUITIN* promoter‐driven *OsNAC6* plants and the stress‐inducible *LIP9* promoter‐driven *OsNAC6* plants exhibit low reproductive yields (Nakashima *et al*., 2007). Furthermore, these strong promoter‐driven *OsNAC6* plants exhibit growth retardation at 14 days after germination, whereas the overexpression plants show no growth retardation at reproductive stage (Nakashima *et al*., 2007), indicating that the strong *OsNAC6* expression causes vegetative growth retardation. Collectively, these data suggest that root‐specific overexpression of *OsNAC6* represents a more effective approach than whole‐body overexpression.

Root structural adaptations to drought stresses were observed in *RCc3::OsNAC6* and *GOS2::OsNAC6* plants, which both showed higher numbers and a thicker diameter of roots, while the opposite phenotypes were observed in *nac6* mutants. Root structural modification for enhanced drought tolerance is associated with root elongation, high number of root and increased radial root growth. Overexpression of *TaNAC2* and *HRD* in *A. thaliana* or rice activates primary and lateral root elongation, which may promote the acquisition of water in deep soils (Karaba *et al*., 2007; Mao *et al*., 2012). Guidance of the roots to water sources in deep soils is regulated by *DEEPER ROOTING 1*, which modifies root growth angle (Uga *et al*., 2013). Overexpression of *HRD* also results in an increase in root number, which may enhance water uptake by increasing the total root surface area in contact with drying soils. Radial root growth, including the formation of larger aerenchyma, also enhances drought tolerance (Jeong *et al*., 2010, 2013; Redillas *et al*., 2012). In maize, the formation of root cortical aerenchyma promotes drought tolerance as it reduces the metabolic cost of soil exploration under water stress, permitting greater root growth and water acquisition from drying soil (Zhu *et al*., 2010). Moreover, the radial root growth maintains plant water potential under drought conditions (Karaba *et al*., 2007; Price *et al*., 1997). Taken together, modulation of root architecture by controlling root development can provide an effective strategy to combat to water‐deficit conditions, and our results suggest that such mechanisms occur in rice.

Our studies identified indirect and direct gene targets of OsNAC6. The RNA‐seq analyses revealed 51 up‐regulated genes by OsNAC6. After a comparison of these genes with ChIP‐seq data, we finally identified 13 up‐regulated genes as direct targets of OsNAC6, including *OsNAS1*,* OsNAS2*,* OsDEP*,* GSHT*,* SOT*,* GT* and *GAT*. These genes are involved in membrane modification, NA biosynthesis, glutathione relocation, PAP accumulation and glycosylation (Figure S5). In a previous study, OsNAC6 was found to directly regulate a peroxidase (AK104277) and a hypothetical protein (AK110725) gene, when analysed using DEX‐treated *UBIQUITIN::OsNAC6‐GR* plants (Nakashima *et al*., 2007). However, these genes were not identified through our root‐based RNA‐seq and ChIP‐seq analyses. This discrepancy may be due to differences in the tissues and promoters used in the two studies.

Drought inhibits photosynthesis due to stomatal closure, resulting in the increased production of reactive oxygen species (ROS) and the induction of drought‐mediated oxidative damage (Mittler, 2002). When ROS levels exceed the capacity of a plant to scavenge them, membrane damage can occur, due to the susceptibility of the unsaturated fatty acid components to the effects of ROS (Sharma *et al*., 2012). This was reported to be alleviated through the overexpression of *GAT* in *Nicotiana tabacum* by increasing the unsaturated fatty acid content of membranes, resulting in a stress‐tolerant phenotype (Murata *et al*., 1992). Similar phenotypes were observed when the *A. thaliana* glycerol‐3‐phosphate acyltransferase genes *GPAT4* and *GPAT8* were overexpressed, which altered the accumulation of cutin and suberin (Li *et al*., 2007). Consistent with these, *OsNAC6* overexpression was observed to mediate the *GAT* up‐regulation and enhance drought tolerance (Figure S5).

To protect themselves from drought‐mediated oxidative stress, plants produce antioxidants or osmoprotectants (Mittler, 2002; Sharma *et al*., 2012). For example, the antioxidant glutathione scavenges ROS and plays a protective role in abiotic stresses (Cheng *et al*., 2015). *OsNAC6* was found to directly up‐regulate *GSHT* expression in roots, suggesting that *OsNAC6* overexpressors activate glutathione relocation via regulation of *GSHT*, which may have alleviated drought‐mediated oxidative stress (Figure S5). In addition, sulphur metabolites play important roles in drought tolerance, and among them, PAP produced by SOT is known to accumulate during drought in *A. thaliana*, thereby contributing to drought tolerance (Chan *et al*., 2012; Wilson *et al*., 2009). Expression of *SOT* was up‐regulated in the *OsNAC6* overexpressors, suggesting that *OsNAC6* overexpressors might accumulate PAP, giving rise to drought‐tolerant phenotypes (Figure S5).

Drought can also cause an increase in Fe concentration in plants that are producing ROS, resulting in drought‐mediated oxidative damage (Moran *et al*., 1994; Price and Hendry, 1991). Fe homeostasis is influenced by the Fe chelator nicotianamine (NA), which is produced by the enzymes OsNAS1 and OsNAS2 (Inoue *et al*., 2003; Lee *et al*., 2009, 2012). In roots of plants fed with Fe, *OsNAS1* and *OsNAS2* were reported to be specifically expressed in companion and pericycle cells (Inoue *et al*., 2003). This expression pattern was similar to that of *OsNAC6*, suggesting a role for *OsNAC6* in a long‐distance Fe transport and homeostasis. Fe is an essential element for plant growth and development, especially through meristem‐specific callose deposition, which regulates cell‐to‐cell communication for root radial growth and normal root stem cell maintenance (Muller *et al*., 2015). However, excessive amount of Fe is highly toxic (Moran *et al*., 1994; Price and Hendry, 1991) and can perturb primary root elongation and lateral root formation via interaction with the auxin and ethylene signalling pathways (Giehl *et al*., 2012; Li *et al*., 2015; Ward *et al*., 2008). Despite being identified as one of the up‐regulated genes during drought conditions in *A. thaliana*, rice and wheat (Ergen *et al*., 2009; Shaik and Ramakrishna, 2013), the roles of NAS in drought tolerance mechanisms have not been reported to date. NA overproduction by OsNAC6‐mediated up‐regulation of NAS genes may promote the binding of excess Fe, thereby preventing the production of hydroxyl radicals, which consequently confers drought tolerance (Figure S5), indicating a role for NA in drought tolerance. In conclusion, overexpression of *OsNAC6* not only improves drought tolerance but also increases grain yield, further indicating its potential importance for crop improvement.

## Experimental procedures

### Plasmid construction and rice transformation

Total RNA was extracted from 2‐week‐old japonica rice roots (*Oryza sativa* cv Nipponbare), grown in a greenhouse (16‐h light/8‐h dark cycle), and used to generate total cDNAs, from which the *OsNAC6* (Os01g0884300) cDNA was amplified by PCR, using PrimeSTAR HS DNA Polymerase (Takara, Kusatsu, Japan) and the Reverse Transcription System (Promega, Madison, WI), according to the manufacturer's instructions. The primers were forward 5′‐CACCATGAGCGGCGGTCAGGACC‐3′ and reverse 5′‐CTAGAATGGCTTGCCCCAG‐3′. The PCR product was cloned into the entry vector, pENTR/SD (Invitrogen, Carlsbad, CA), and then ligated downstream of 2.2 kb of the *GOS2* (Os07g0529800) promoter in the rice transformation vector, *p700‐GOS2* (Jeong *et al*., 2010) for constitutive expression, or 1.3 kb of the *RCc3* (Os02g0662000) promoter in the rice transformation vector, *p700‐RCc3* (Jeong *et al*., 2010) for root‐specific expression, using the Gateway System (Invitrogen, Carlsbad, CA). The resulting vectors were named *GOS2::OsNAC6* and *RCc3::OsNAC6*, respectively. To generate *OsNAC6::GUS* transgenic plants, a 2‐kb promoter region (upstream region of the ATG start codon) of *OsNAC6* was amplified using PrimeSTAR HS DNA Polymerase (5′‐CTGCAGTGTGCAAACTTTCAATG TTGAC‐3′ and 5′‐GAATTCCTCTCTCCCCCTTCTCCGGT‐3′) and ligated upstream of the β*‐glucuronidase* (*GUS*) reporter gene in the rice transformation vector pCAMBIA1391Z using the *Eco*R1 and *Pst*1 restriction sites. Transgenic plants were obtained by *Agrobacterium tumefaciens* (LBA4404)‐mediated embryogenic callus (Nipponbare) transformation.

For complementation of the *nac6* mutant, 5,081 bp of a *OsNAC6* genomic fragment, including 2,240 bp of promoter (upstream region of the start ATG), 1,869 bp exons and introns (from ATG to stop codon) and 972 bp 3′ of then untranslated region, were amplified from genomic DNA of 2‐week‐old Nipponbare, using PrimeSTAR HS DNA Polymerase. The amplified genomic fragment was cloned into the rice transformation vector, pSB11 (Komori *et al*., 2007). Complementation lines were obtained by *A. tumefaciens* (LBA4404)‐mediated transformation of *nac6* (Chung *et al*., 2009) embryogenic callus.

### Stress treatments for RNA gel blot analysis

Rice (Nipponbare) seeds were germinated in soil and grown for 14 days in a greenhouse at 28–30 °C. For the drought treatment, seedlings were air‐dried under continuous light (~1000 μmol/m^2^/s), and for high‐salinity and ABA treatments, seedlings were transferred to a nutrient solution (Inoue *et al*., 2003) including 400 mm NaCl or 100 μm ABA, respectively. For low‐temperature treatments, seedlings were placed in a 4 °C cold chamber under continuous light (150 μmol/m^2^/s). Total RNA was extracted from these samples using TRIzol^®^ reagent (Invitrogen, Carlsbad, CA), and 10 μg from each sample was fractionated on a 1.2% denatured agarose gel and blotted onto a Hybond N+ nylon membrane (Amersham Bioscience, Piscataway, NJ). A radiolabeled *OsNAC6* cDNA fragment was used to probe the membrane, corresponding to a 376‐bp fragment of the 3′ untranslated region, which was generated by PCR amplification (5′‐CCTCCTCCAGGACATCCTCA‐3′ and 5′‐CGAATCAATCACCATGTACT‐3′). *OsDip1* and *OsRbcS* probes were used as markers for the stress treatments (Jeong *et al*., 2013). To determine the *OsNAC6* expression patterns and levels in the *OsNAC6* overexpressors, total RNA was extracted from the roots and leaves of three homozygous T_5_ lines of *RCc3::OsNAC6* and *GOS2::OsNAC6* plants. Ten micrograms of each total RNA sample was used for RNA gel blot analysis, as above.

### Drought stress treatment during vegetative development

Transgenic and NT control plants were germinated on Murashige and Skoog (MS) media (Duchefa, Haarlem, Netherlands) at 28 °C for 4 days, and eighteen seedlings of each transgenic lines and NT were transplanted into soil pots (4 × 4 × 6 cm; four plants per pot) and grown for 4 weeks in a greenhouse (16‐h light/8‐h dark cycle) at 28–30 °C. Each pot had the same size of holes in the bottom, and they were all placed in a single tray to synchronize watering. Drought stress was simultaneously applied to all the rice plants by first adding no water to the soil pots for 5 days and then re‐watering. Drought‐induced symptoms were monitored by imaging transgenic and NT plants at the indicated time points using a NEX‐5N camera (Sony, Tokyo, Japan).

### Measurement of chlorophyll fluorescence

*RCc3::OsNAC6*,* GOS2::OsNAC6* and NT plants were grown in greenhouse at 28–30 °C for 2 weeks. *nac6*,* nac6* ^COM^, *OsNAS2‐D1*,* OsNAS3‐D1* and NT plants were grown in greenhouse at 28–30 °C for 4 weeks. Thirty leaves from ten seedlings were collected before each stress treatment. Samples were adapted in dark conditions for 10 min. To simulate drought, the leaf discs were air‐dried for the indicated time points at 28 °C. To measure *F*_v_/*F*_m_ values, representing the activity of PSII, a PAM test was carried out with a pulse modulation fluorometer, Mini‐PAM (Walz, Effeltrich, Germany) as described previously (Redillas *et al*., 2012). The dark‐treated leaf was given a measuring light of 0.15 μmol photon m^−2^ s^−1^ for a minimal level of fluorescence and then a 0.8 s actinic light of 10 000 μmol photon m^−2^ s^−1^ for a maximal level of fluorescence.

### Phenotypic and anatomical analysis of rice roots grown under long‐day conditions

*RCc3::OsNAC6*,* GOS2::OsNAC6*,* nac6* and NT plants were transplanted to PVC tubes (1.2 m in length and 0.2 m in diameter) that were filled with natural paddy soil and placed into container filled with water. At the panicle development stage, roots were quantified and used for sectioning for anatomical analysis. The diameter of 50 individual roots from *RCc3::OsNAC6*,* GOS2::OsNAC6*,* nac6* and NT plants (five plants for each genotype) was measured. Internal root anatomy was examined using a Technovit 7100 system, as previously described (Jang *et al*., 2011) with minor modifications. Technovit saturation was carried out for 3 days. Sections (3 μm) were generated using an ultramicrotome (MTX, RMC, USA), and images were captured with an Olympus DP70 camera mounted on Olympus BX 500 light microscope.

### Agronomic trait analysis in rice paddy fields over a 5‐year period

The field experiments, including the use of fertilizers, drought treatments and analysis of agronomic traits, were as described previously (Oh *et al*., 2009). Briefly, to evaluate yield components of the transgenic plants under normal growth conditions, three independent homozygous lines from T_5_ (2009) to T_9_ (2013) for the *RCc3::OsNAC6* and *GOS2::OsNAC6* lines, together with NT, were planted in a rice paddy field at Gunwi (36˚06΄48.0˝N, 128˚38′38.0˝E), Kyungpook National University, Korea, and grown to maturity. A randomized design was employed for three replicates using three different 10 m^2^ plots. Yield parameters were scored for 30 plants per line, collected from three different plots. To evaluate the yield components of the transgenic plants under drought field conditions, we built rain‐off shelters to cover rice plants and made a semi‐field condition before drought treatment. Intermittent drought stress was applied twice during the panicle development by draining the water from the bottom of the container. When full leaf rolling was observed in the NT plants after the first drought treatment, they were irrigated overnight and subjected to a second round of drought stress until complete leaf rolling occurred again. After two drought stress treatments, the plants were irrigated until harvesting. Yield parameters were scored for 30 plants per line collected from three different plots corresponding to the drought field conditions. The results from three independent lines were compared with those of the NT controls, using one‐way ANOVA analysis.

### Quantitative real‐time PCR analysis

For quantitative real‐time PCR (qRT‐PCR) experiments, a SuperScript™ III Platinum^®^ One‐Step qRT‐PCR System (Invitrogen, Carlsbad, CA) was used to generate first‐strand cDNAs. qRT‐PCR was carried out using a Platinum^®^ SYBR^®^ Green qPCR SuperMix‐UDG (Invitrogen) and a Mx3000p Real‐Time PCR machine (Stratagene, La Jolla, CA). To validate the RNA‐seq data, total RNA was extracted from the roots of 2‐week‐old *OsNAC6* overexpressors, *nac6* and NT rice seedlings grown under normal growth conditions. Rice *UBIQUITIN 1* (Os06g0681400) was used as an internal control, and two biological replicates, each with two technical replicates, were analysed. Gene‐specific primers used for qRT‐PCR are listed in Table S5.

### *In situ* hybridization

Three‐month‐old crown roots were used for *in situ* hybridization using Technovit resin previously described (Jang *et al*., 2011), with minor modifications. Briefly, roots were incubated in FAA fixing solution (50% [v/v] ethanol, 5% [v/v] acetic acid and 3.7% [v/v] formaldehyde) for 3 h, then dehydrated and finally embedded with Technovit resin. The sections (3 μm) were made, and *OsNAC6* probes were generated by *in vitro* transcription with a DIG RNA labeling Kit (Roche, Mannheim, Germany) targeting the 376‐bp 3′ untranslated region of the *OsNAC6* mRNA, as described above.

### RNA‐seq analysis

Total RNA was extracted from the roots of 2‐week‐old *OsNAC6* overexpressors, *nac6* and NT rice seedlings grown under normal growth conditions, using an RNeasy Plant Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer's instructions. A modified TruSeq method was used to construct a strand‐specific RNA‐seq library with different index primers, and libraries were sequenced using an Illumina HiSeq 2000 system in the National Instrumentation Center of Environmental Management College of Agriculture and Life Science, Seoul National University. Genes were defined as being differentially expressed if their transcript abundance was ≥2‐fold higher in *RCc3::OsNAC6* or *GOS2::OsNAC6* compared to NT (Nipponbare) or ≥2‐fold lower in *nac6* compared to NT (Hwayoung). These data can be found at http://www.ncbi.nlm.nih.gov/geo/ (Accession number: GSE81069).

### ChIP‐seq analysis

To produce *RCc3::6 × myc‐OsNAC6* plants, the coding sequence of *OsNAC6* was amplified using PrimeSTAR DNA polymerase (Takara) with the *OsNAC6*‐*B* F‐primer (GGATCCATGAGCGGCGGTCAGGACC) and the *OsNAC6*‐*N* R‐primer (GCGGCCGCG CTAGAATGGCTTGCCCCAG). After digestion of the PCR products with *Bam*HI and *Not*I, the coding sequence was ligated into the multiple cloning site of the pE3n vector (Dubin *et al*., 2008), which is flanked with a 6 *×* *myc* tag coding sequence. Finally, the *6 × myc‐OsNAC6* sequence from the *pE3n‐OsNAC6* was subcloned into the p700‐RCc3 vector (Jeong *et al*., 2010) carrying a 1.3‐kb *RCc3* promoter sequence, using the Gateway system. Chromatin immunoprecipitation (ChIP) was performed with roots of 2‐week‐old rice seedlings, as described previously (Chung *et al*., 2009). These data can be found at http://www.ncbi.nlm.nih.gov/geo/ (Accession number: GSE80986).

## Conflict of interest

No conflict of interest declared.

## Supporting information

**Figure S1** Stress‐inducible and ABA‐dependent expression of *OsNAC6*. RNA gel‐blot analyses were performed with total RNA from 2‐week old roots and leaves, showing *OsNAC6* transcript accumulation patterns in response to drought, high‐salinity, low‐temperature and ABA treatments. The blots were hybridized with an *OsDIP1* (*DEHYDRATION INDUCIBLE PROTEIN 1*) probe as a positive control for various stresses. rRNAs were used to confirm equal loading of RNAs.
**Figure S2** Phenotypes of *nac6*,* nac6* ^COM^ *, RCc3::OsNAC6*, and *GOS2::OsNAC6* plants. (a) NT, the *nac6* knockout mutant, and *nac6* ^COM^ plants grown in a rice paddy field for ~3 months. Representative plants were transferred to pots for photographing. (b) *OsNAC6* overexpressors and *nac6* knockout mutants, together with NT plants, were grown in PVC tubes under long‐day conditions in the greenhouse for ~3 months. After removing soils, images were captured using a NEX‐5N camera. Scale bar, 10 cm.
**Figure S3** Transcriptomic analysis of RNA‐seq data. Clustering of genes up‐regulated by *OsNAC6*. Each cluster corresponds to each group described in Figure 5. The indicated scale is the log_2_ value of the normalized level of gene expression.
**Figure S4** Analysis of *myc‐OsNAC6* transcripts and myc‐OsNAC6 protein in roots of *RCc3::6xmyc‐OsNAC6* transgenic plants. (a) Phenotypes of the NT control (*Oryza sativa japonica* cv. Ilmi) and *RCc3::6xmyc‐OsNAC6* lines at the reproductive stage. (b) Expression level of *myc‐OsNAC6* in *RCc3::6xmyc‐OsNAC6* lines. *UBIQUITIN 1* expression was used as an internal control. Values shown are the mean + SD of three biological replicates, each of which had two technical replicates. (c) Western blot (WB) and immunoprecipitation (IP) analyses of myc‐OsNAC6 in *RCc3::6xmyc‐OsNAC6* lines using an anti‐myc Ab.
**Figure S5** OsNAC6‐mediated drought tolerance pathways. The drought‐inducible *OsNAC6* transcription factor controls target genes that are divided into 5 categories: membrane modification, nicotianamine biosynthesis, glutathione relocation, 3′‐phophoadenosine 5′‐phosphosulfate (PAP) accumulation, and glycosylation. The OsNAC6‐mediated multiple pathways modulate root adaptation to drought stress, and drought tolerance.
**Table S1** Agronomic traits of *OsNAC6* overexpressors.
**Table S2** Agronomic traits of *nac6* under normal conditions.
**Table S3** Agronomic traits of *nac6* complementation lines (*nac6* ^COM^) under normal conditions.
**Table S5** List of gene specific primers for qRT‐PCR.

**Table S4** Genes up‐regulated by *OsNAC6* in Figure 5 and Figure S3.

# Supplementary material for: The rice OsNAC6 transcription factor orchestrates multiple molecular mechanisms involving root structural adaptions and nicotianamine biosynthesis for drought tolerance
**Source:** Plant Biotechnol J. 2017 Jan 4;15(6):754–64. doi: 10.1111/pbi.12673
**Supplement:** Supplementary file 1 — Figure S1 Stress‐inducible and ABA‐dependent expression of OsNAC6. RNA gel‐blot analyses were performed with total RNA from 2‐week old roots and leaves, showing OsNAC6 transcript accumulation patterns in response to drought, high‐salinity, low‐temperature and ABA treatments. The blots were hybridized with an OsDIP1 (DEHYDRATION INDUCIBLE PROTEIN 1) probe as a positive control for various stresses. rRNAs were used to confirm equal loading of RNAs. Figure S2 Phenotypes of nac6, nac6 COM , RCc3::OsNAC6, and GOS2::OsNAC6 plants. (a) NT, the nac6 knockout mutant, and nac6 COM plants grown in a rice paddy field for ~3 months. Representative plants were transferred to pots for photographing. (b) OsNAC6 overexpressors and nac6 knockout mutants, together with NT plants, were grown in PVC tubes under long‐day conditions in the greenhouse for ~3 months. After removing soils, images were captured using a NEX‐5N camera. Scale bar, 10 cm. Figure S3 Transcriptomic analysis of RNA‐seq data. Clustering of genes up‐regulated by OsNAC6. Each cluster corresponds to each group described in Figure 5. The indicated scale is the log2 value of the normalized level of gene expression. Figure S4 Analysis of myc‐OsNAC6 transcripts and myc‐OsNAC6 protein in roots of RCc3::6xmyc‐OsNAC6 transgenic plants. (a) Phenotypes of the NT control (Oryza sativa japonica cv. Ilmi) and RCc3::6xmyc‐OsNAC6 lines at the reproductive stage. (b) Expression level of myc‐OsNAC6 in RCc3::6xmyc‐OsNAC6 lines. UBIQUITIN 1 expression was used as an internal control. Values shown are the mean + SD of three biological replicates, each of which had two technical replicates. (c) Western blot (WB) and immunoprecipitation (IP) analyses of myc‐OsNAC6 in RCc3::6xmyc‐OsNAC6 lines using an anti‐myc Ab. Figure S5 OsNAC6‐mediated drought tolerance pathways. The drought‐inducible OsNAC6 transcription factor controls target genes that are divided into 5 categories: membrane modification, nicotianamine biosynthesis, glutathione reloca

Plant Biotechnology Journal

Supporting Information

**The rice OsNAC6 transcription factor orchestrates multiple molecular mechanisms involving root structural adaptions and nicotianamine biosynthesis for drought tolerance**

Dong-Keun Lee, Pil Joong Chung, Jin Seo Jeong, Geupil Jang, Seung Woon Bang, Harin Jung, Youn Shic Kim, Sun-Hwa Ha, Yang Do Choi and Ju-Kon Kim

**Figure S1.** Stress-inducible and ABA-dependent expression of *OsNAC6*.

**Figure S2.** Phenotypes of *nac6*, *nac6^COM^,* *RCc3::OsNAC6*, and *GOS2::OsNAC6* plants.

**Figure S3.** Transcriptomic analysis of RNA-seq data.

**Figure S4.** Analysis of *myc-OsNAC6* transcripts and myc-OsNAC6 protein in roots of *RCc3::6xmyc-OsNAC6* transgenic plants.

**Figure S5.** OsNAC6-mediated drought tolerance pathways.

**Table S1.** Agronomic traits of *OsNAC6* overexpressors.

**Table S2.** Agronomic traits of *nac6* under normal conditions.

**Table S3.** Agronomic traits of *nac6* complementation lines (*nac6^COM^*) under normal conditions.

**Table S4.** Genes up-regulated by *OsNAC6* in Figure 4 and Figure S3.

**Table S5.** List of gene specific primers for qRT-PCR.

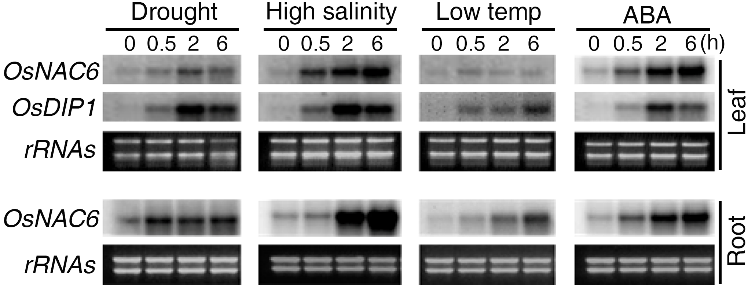

**Figure S1.** Stress-inducible and ABA-dependent expression of *OsNAC6*.

RNA gel-blot analyses were performed with total RNA from 2-week old roots and leaves, showing *OsNAC6* transcript accumulation patterns in response to drought, high-salinity, low-temperature and ABA treatments. The blots were hybridized with an *OsDIP1* (*DEHYDRATION INDUCIBLE PROTEIN 1*) probe as a positive control for various stresses. rRNAs were used to confirm equal loading of RNAs.

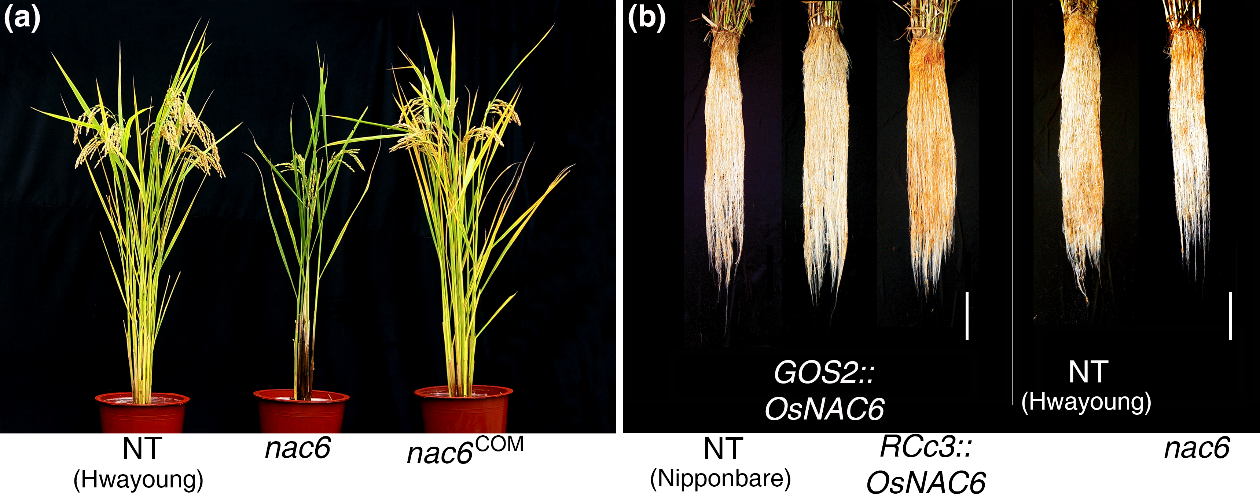

**Figure S2.** Phenotypes of *nac6*, *nac6^COM^,* *RCc3::OsNAC6*, and *GOS2::OsNAC6* plants.

(a) NT, the *nac6* knock-out mutant, and *nac6^COM^* plants were grown in a rice paddy field for ~3 months. Representative plants were transferred to pots for photographing. (b) *OsNAC6* overexpressors and *nac6* knockout mutants, together with NT plants, were grown in PVC tubes under long-day conditions in the greenhouse for ~3 months. After removing soils, images were captured using a NEX-5N camera. Scale bar, 10 cm.

**
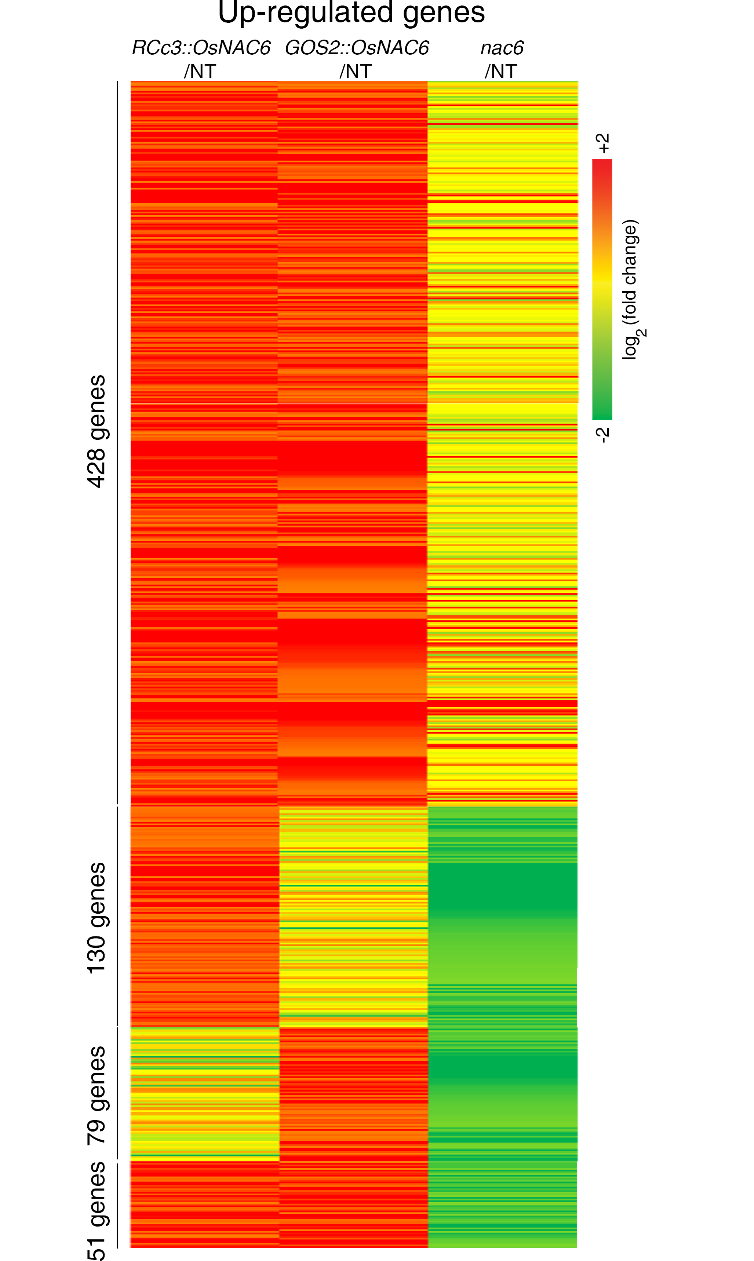
**

**Figure S3.** Transcriptomic analysis of RNA-seq data.

Clustering of genes up-regulated by *OsNAC6*. Each cluster corresponds to each group described in Figure 4. The indicated scale is the log_2_ value of the normalized level of gene expression.

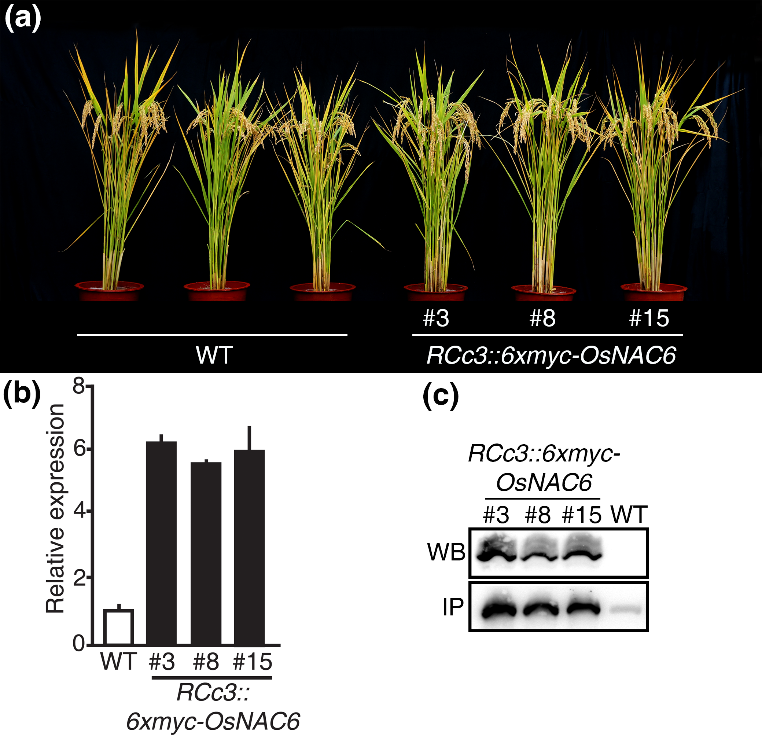

**Figure S4.** Analysis of *myc-OsNAC6* transcripts and myc-OsNAC6 protein in roots of *RCc3::6xmyc-OsNAC6* transgenic plants.

(a) Phenotypes of the NT control (*Oryza sativa japonica* cv. Ilmi) and *RCc3::6xmyc-OsNAC6* lines at the reproductive stage. (b) Expression level of *myc-OsNAC6* in *RCc3::6xmyc-OsNAC6* lines. *UBIQUITIN 1* expression was used as an internal control. Values shown are the mean + SD of three biological replicates, each of which had two technical replicates. (c) Western blot (WB) and immunoprecipitation (IP) analyses of myc-OsNAC6 in *RCc3::6xmyc-OsNAC6* lines using an anti-myc Ab.

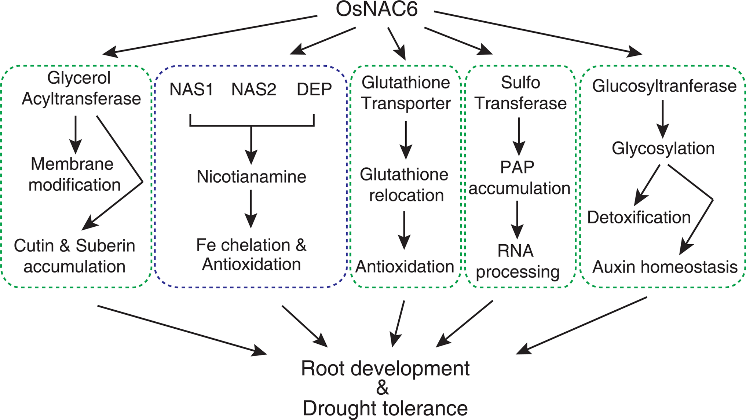

**Figure S5.** OsNAC6-mediated drought tolerance pathways.

The drought-inducible *OsNAC6* transcription factor controls target genes that are divided into 5 categories: membrane modification, nicotianamine biosynthesis, glutathione relocation, 3’-phophoadenosine 5’-phosphosulfate (PAP) accumulation, and glycosylation. The OsNAC6-mediated multiple pathways modulate root adaptation to drought stress, and drought tolerance.

**Table S1.** Agronomic traits of *OsNAC6* overexpressors.

| **Table S1.** Agronomic traits of *OsNAC6* overexpressors. | | | | | | | | | | | | | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Genotypes | | 2009 (T_5_) | | | 2010 (T_6_) | | | | 2011 (T_7_) | | | | 2012 (T_8_) | | | | 2013 (T_9_) | | | |  |
|  |  | N^a^ | D^b^ | | N^a^ | | D^b^ | | N^a^ | | D^b^ | | N^a^ | | D^b^ | | N^a^ | | D^b^ | |  |
| Total grain weight (g) | | | | | | | | | | | | | | | | | | | | |  |
| Nipponbare | | 20.80 | 8.72 | | 27.82 | | 10.09 | | 20.17 | | 9.67 | | 27.24 | | 12.25 | | 21.51 | | 11.25 | |  |
| *GOS2::NAC6-18* | | **22.71** | 7.52 | | 29.73 | | 11.22 | | **22.81** | | 11.09 | | 28.22 | | **15.03** | | 24.11 | | 12.62 | |  |
| *P Value*^c^ | | 0.026 | 0.139 | | 0.252 | | 0.398 | | 0.006 | | 0.264 | | 0.471 | | 0.037 | | 0.072 | | 0.405 | |  |
| *GOS2::NAC6-53* | | **23.89** | 7.75 | | 31.36 | | 11.94 | | **23.39** | | 11.32 | | **30.88** | | 14.90 | | **25.43** | | 12.50 | |  |
| *P Value*^c^ | | 0.000 | 0.211 | | 0.052 | | 0.236 | | 0.001 | | 0.131 | | 0.042 | | 0.081 | | 0.035 | | 0.351 | |  |
| *GOS2::NAC6-62* | | **22.81** | **5.96** | | **32.14** | | 11.75 | | **22.74** | | 10.81 | | **30.99** | | 14.09 | | **25.37** | | 12.21 | |  |
| *P Value*^c^ | | 0.003 | 0.001 | | 0.025 | | 0.326 | | 0.009 | | 0.231 | | 0.007 | | 0.160 | | 0.017 | | 0.431 | |  |
| *RCc3::NAC6-7* | | 21.70 | **11.44** | | 31.21 | | **15.06** | | **24.43** | | **13.13** | | 29.17 | | **16.03** | | **26.01** | | **15.77** | |  |
| *P Value*^c^ | | 0.227 | 0.003 | | 0.076 | | 0.001 | | 0.000 | | 0.001 | | 0.168 | | 0.029 | | 0.003 | | 0.006 | |  |
| *RCc3::NAC6-24* | | **22.70** | **12.83** | | 30.12 | | **17.62** | | **26.28** | | **13.11** | | **30.02** | | **15.92** | | **26.40** | | **16.95** | |  |
| *P Value*^c^ | | 0.011 | 0.000 | | 0.190 | | 0.000 | | 0.000 | | 0.003 | | 0.049 | | 0.026 | | 0.002 | | 0.000 | |  |
| *RCc3::NAC6-38* | | 21.51 | **11.29** | | **33.17** | | **14.01** | | **24.46** | | 12.20 | | 29.42 | | **16.27** | | **25.92** | | **16.13** | |  |
| *P Value*^c^ | | 0.328 | 0.022 | | 0.004 | | 0.005 | | 0.000 | | 0.084 | | 0.131 | | 0.007 | | 0.001 | | 0.009 | |  |
| Total number of spikelet | | | | | | | | | | | | | | | | | | | | |  |
| Nipponbare | 891.27 | | | 869.63 | | 1468.23 | | 1089.50 | | 1092.77 | | 1344.17 | | 1282.07 | | 1244.00 | | 936.63 | | 1213.83 | |
| *GOS2::NAC6-18* | 923.50 | | | 757.04 | | 1415.23 | | **1340.18** | | **1220.93** | | 1374.46 | | 1313.07 | | 1306.00 | | **1062.03** | | 1138.44 | |
| *P Value*^c^ | 0.333 | | | 0.058 | | 0.512 | | 0.005 | | 0.007 | | 0.653 | | 0.634 | | 0.189 | | 0.039 | | 0.357 | |
| *GOS2::NAC6-53* | **980.37** | | | **649.20** | | 1541.23 | | **1374.28** | | **1221.07** | | **1407.08** | | **1429.30** | | **1381.83** | | **1104.66** | | 1135.90 | |
| *P Value*^c^ | 0.004 | | | 0.001 | | 0.397 | | 0.006 | | 0.012 | | 0.459 | | 0.043 | | 0.006 | | 0.027 | | 0.322 | |
| *GOS2::NAC6-62* | **1018.20** | | | 817.00 | | **1680.87** | | **1334.65** | | **1232.47** | | 1467.21 | | **1468.63** | | 1300.17 | | **1081.80** | | **1047.14** | |
| *P Value*^c^ | 0.001 | | | 0.381 | | 0.025 | | 0.009 | | 0.005 | | 0.155 | | 0.003 | | 0.231 | | 0.033 | | 0.031 | |
| *RCc3::NAC6-7* | **981.23** | | | 832.58 | | 1673.20 | | 1248.50 | | **1256.50** | | 1483.88 | | 1353.27 | | 1204.59 | | 1049.50 | | 1193.50 | |
| *P Value*^c^ | 0.003 | | | 0.542 | | 0.054 | | 0.074 | | 0.006 | | 0.101 | | 0.267 | | 0.414 | | 0.053 | | 0.871 | |
| *RCc3::NAC6-24* | **969.60** | | | 895.29 | | 1544.17 | | **1429.61** | | **1392.93** | | 1429.96 | | 1399.17 | | 1226.00 | | **1103.27** | | 1229.52 | |
| *P Value*^c^ | 0.016 | | | 0.691 | | 0.370 | | 0.002 | | 0.000 | | 0.248 | | 0.077 | | 0.713 | | 0.011 | | 0.847 | |
| *RCc3::NAC6-38* | 945.10 | | | **1003.72** | | **1677.90** | | **1297.61** | | **1242.07** | | **1532.33** | | 1373.67 | | 1313.17 | | **1127.79** | | 1134.79 | |
| *P Value*^c^ | 0.088 | | | 0.042 | | 0.021 | | 0.018 | | 0.002 | | 0.036 | | 0.164 | | 0.143 | | 0.013 | | 0.341 | |
| Grain filling rate (%) | | | | | | | | | | | | | | | | | | | | |  |
| Nipponbare | | 91.98 | 49.19 | | 82.74 | | 47.62 | | 86.51 | | 50.03 | | 89.23 | | 40.77 | | 86.88 | | 44.29 | |  |
| *GOS2::NAC6-18* | | **89.48** | 46.37 | | 83.56 | | 40.57 | | 8661 | | 50.91 | | 90.30 | | **50.08** | | 88.65 | | 50.39 | |  |
| *P Value*^c^ | | 0.001 | 0.489 | | 0.407 | | 0.128 | | 0.928 | | 0.817 | | 0.058 | | 0.026 | | 0.064 | | 0.063 | |  |
| *GOS2::NAC6-53* | | **90.39** | **57.17** | | 81.49 | | 43.09 | | **89.02** | | **52.34** | | 90.40 | | **51.04** | | 88.17 | | **52.81** | |  |
| *P Value*^c^ | | 0.028 | 0.049 | | 0.242 | | 0.350 | | 0.012 | | 0.429 | | 0.103 | | 0.017 | | 0.173 | | 0.023 | |  |
| *GOS2::NAC6-62* | | **89.13** | **35.60** | | 81.23 | | 43.27 | | 87.41 | | 48.67 | | **91.42** | | **50.36** | | 85.50 | | **53.11** | |  |
| *P Value*^c^ | | 0.000 | 0.003 | | 0.275 | | 0.380 | | 0.444 | | 0.617 | | 0.000 | | 0.023 | | 0.152 | | 0.032 | |  |
| *RCc3::NAC6-7* | | 91.24 | **69.65** | | 85.00 | | **63.84** | | **88.86** | | **57.51** | | **90.77** | | **60.21** | | 88.64 | | **67.20** | |  |
| *P Value*^c^ | | 0.408 | 0.000 | | 0.057 | | 0.002 | | 0.030 | | 0.003 | | 0.025 | | 0.000 | | 0.088 | | 0.000 | |  |
| *RCc3::NAC6-24* | | 92.88 | **70.41** | | 84.30 | | 58.22 | | 88.14 | | **58.37** | | **90.93** | | **57.81** | | **89.28** | | **69.25** | |  |
| *P Value*^c^ | | 0.173 | 0.000 | | 0.142 | | 0.059 | | 0.150 | | 0.002 | | 0.025 | | 0.000 | | 0.005 | | 0.000 | |  |
| *RCc3::NAC6-38* | | 91.16 | 55.84 | | **85.20** | | 54.08 | | 88.42 | | 53.79 | | **90.98** | | **58.43** | | 87.02 | | **67.17** | |  |
| *P Value*^c^ | | 0.284 | 0.155 | | 0.009 | | 0.166 | | 0.098 | | 0.227 | | 0.008 | | 0.000 | | 0.864 | | 0.000 | |  |
| ^a^Normal growth conditions; ^b^Drought growth conditions; ^c^One-way ANOVA. Each parameter value represents the mean (n = 30).  Numbers in boldface indicate a significant difference (*P* < 0.05). | | | | | | | | | | | | | | | | | | | | |  |

**Table S2.** Agronomic traits of *nac6* under normal conditions.

| **Table S2.** Agronomic traits of *nac6* under normal conditions. | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Year | Genotype | Culm length (cm) | Panicle length (cm) | Number of tillers (per rice) | Total spikelets (per rice) | Filling rate (%) | Total grain weight (g) |
| 2012 | NT^a^ | 69.98 | 21.36 | 7.40 | 826.60 | 90.25 | 18.41 |
|  | *nac6* | 71.88 | 21.36 | **5.11** | 668.78 | **75.09** | **11.44** |
|  | *p-value*^b^ | 0.76 | 0.90 | 0.01 | 0.21 | 0.00 | 0.01 |
| 2013 | NT^a^ | 78.78 | 23.25 | 10.00 | 1145.93 | 92.02 | 29.00 |
|  | *nac6* | **70.35** | 22.79 | **5.43** | **640.61** | **71.83** | **16.92** |
|  | *p-value*^b^ | 0.00 | 0.18 | 0.00 | 0.00 | 0.00 | 0.00 |
| ^a^NT, Hwayoung. ^b^One-way ANOVA. Each parameter value represents the mean (n = 30).  Numbers in boldface indicate a significant difference (*P* < 0.05) | | | | | | | |

**Table S3.** Agronomic traits of *nac6* complementation lines (*nac6^COM^*) under normal conditions.

| **Table S3.** Agronomic traits of *nac6* complementation lines (*nac6^COM^*) under normal conditions. | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Genotype | Culm length (cm) | Panicle length (cm) | Number of tillers (per rice) | Total spikelets (per rice) | Filling rate (%) | Total grain weight (g) |
| NT^a^ | 76.71 | 22.60 | 14.24 | 1309 | 84.16 | 28.83 |
| *nac6^COM^*-1 | 74.12 | 21.23 | 13.21 | 1219 | 86.63 | 27.61 |
| *p-value*^b^ | 0.54 | 0.45 | 0.65 | 0.56 | 0.32 | 0.25 |
| *nac6^COM^*-2 | 79.98 | 23.18 | 13.51 | 1333 | 83.83 | 27.51 |
| *p-value*^b^ | 0.35 | 0.26 | 0.84 | 0.74 | 0.14 | 0.23 |
| ^a^NT, Hwayoung. ^b^One-way ANOVA. Each parameter value represents the mean (n = 30).  Numbers in boldface indicate a significant difference (*P* < 0.05) | | | | | | |

**Table S4.** Genes up-regulated by *OsNAC6* in Figure 4 and Figure S3.

**An Excel File (up-loaded separately).**

**Table S5** List of gene specific primers for qRT-PCR.

|  | | |
| --- | --- | --- |
| **Table S5.** List of gene specific primers for qRT-PCR. | | |
| Gene ID | Forward primers | Reverse primers |
| Os01g0884300 | TGCTCGGAGCAGGTGCTGTC | GGCTTGCCCCAGTACATGAGG |
| Os01g0101200 | GTAGCAGGGCATCAGAGTTGAC | TGGTATCACACCCCTTGCACTG |
| Os01g0247500 | CTGGAGCAAGCCAAGAACACTAC | TCTTTGGTAGCTCGATCGCCAG |
| Os01g0800900 | TCGAGATGATGGACGCGAAG | ATCGTCGATGCTCACGTACC |
| Os02g0776600 | ACGCCATCTACCACTCCCTCG | GCGACGTCTCCTGTTGACTCC |
| Os03g0307200 | ATCGGCCGGCTGAAACATTATTGG | AAACACGGAATGCATTGGCACGG |
| Os03g0307300 | CTAACAGCCGGACGATCGAAAGG | TTACACTGGCTTACAGGGTCCTC |
| Os03g0751100 | TGTTCAAGTACCGCAAGGGGTGG | CCTACATACACCACCGTGTGCAG |
| Os11g0679700 | GACCCGCTCTACTACATCGCC | GGCGAGCATGAGGTACTTGTCC |
| Os06g0681400 | ATGGAGCTGCTGCTGTTCTA | TTCTTCCATGCTGCTCTACC |

How the deposited data were processed for this re-analysis (not part of the article)

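The ChIP‐seq experiment comprised 5 libraries from roots of 2-week-old rice plants (cv. Ilmi), with 1 library per condition. Values of NT total input and of the anti‐myc and anti‐PolII libraries of *RCc3::6xmyc‐OsNAC6* plants were analysed, and the NT anti‐myc and NT anti‐PolII libraries were not analysed here. The authors had aligned the reads, called peaks separately in the anti‐myc and the anti‐PolII library of the transgenic plants and assigned each peak to the nearest TSS before they deposited the table. The aligner, the peak caller and the genome build are not named in the paper's text. The score that the authors deposited for each peak was read as the tags in the peak scaled by a constant of its library, because the scores of a library are multiples of 1 step. Odd multiples of the step made up 40.2% of the anti‐myc and 24.7% of the anti‐PolII scores in the authors' deposited table, for a reason that was not found, so the reading as tags is not certain. The score was used to describe, rank, filter and compare peaks within 1 library, and no tag count is given. The read counts that the authors deposited are whole reads per merged region, without normalization. The RPM values that the authors deposited are those counts scaled to the total reads of the library. Counts and RPM were given for the 119 regions in which an anti‐myc peak and an anti‐PolII peak overlap. These counts and RPM fill 6 columns over the 3 libraries, all of which were used.

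From these values, library totals were recovered as the read count over RPM, giving 13228546 reads for NT total input, 7701590 for anti‐myc and 6879085 for anti‐PolII. Before the data were examined, a bound peak had been set as a peak with a log2 ratio of anti‐myc to NT total input of at least 1. The table gives no ratio outside the merged regions, so the listed anti‐myc peaks assigned to a gene model with an Os identifier took its place, and the ratio was computed in the merged regions only. The comparison with NT anti‐myc and the change of PolII against NT, both planned, were not run. The peaks that were not bound, with which the motif was to be compared, were replaced by the anti‐PolII peaks, and the peak sequences of the deposited table took the place of a genome. The genes up‐regulated in *RCc3::OsNAC6* were taken from the sheets of Table S4 that hold as many entries as the paper gives (51, 428, 1216 and 130), and a gene found in several sheets was counted in the first of these.

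Shares are given with 95% Wilson intervals, and the ratio of reads in a merged region with an exact binomial interval on the reads of both libraries. Shares of genes or peaks were compared by Fisher's exact test, two‐sided, with Benjamini-Hochberg adjustment over the 7 annotation classes. Peaks of both libraries overlapped when they shared at least 1 bp, and the overlap was set against 100 copies of the anti‐myc list shifted by 1 to 50 kb. Words in the peak sequences were searched on both strands, compared with and without 10 strata of GC content, and related to the score by a permutation test with 100000 permutations. Tests that set libraries side by side compare those libraries, not conditions. The statistics were checked on simulated data: 200 of 200 planted overlaps among 1000 simulated peaks were found, and a stratified odds ratio set to 2 was recovered as 2.00 over 20000 simulated peaks. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

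The genes to be named were set before the values were seen. They are the 13 genes of Figure 5c, the other genes of Figure 6a, *OsNAC6*, *RCc3*, *GOS2* and *UBIQUITIN 1*. They also include the genes of the 51 with a ratio in Table S4 between 0.85 and 1, and the 3 regions assigned to a gene with the highest log2 ratio among those with summed reads at or above the median. The alternatives tried were the cut‐off of the ratio, a pseudocount of 1 read, a minimum signal, centring on the median, a distance of at most 2000 bp from the TSS and another motif word. Further alternatives were added after the data had been seen, namely all identifiers, a minimum score, a distance of at most 3000 bp, the peaks of both antibodies, genes named in the annotation of a peak, the ratios of Table S4, the central 156 bp of each peak and strata of GC content. The depth limits the ratio of a single region: with a median of 21 input reads and 48 anti‐myc reads, the median width of its 95% interval was 1.61 log2 units.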

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

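The test on the *RCc3* promoter was chosen only after the result was seen.

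The paper does not report on the anti‐PolII library, in which signal above NT total input appeared at the *RCc3* promoter. The merged region on chromosome 2 from 26804694 to 26804952, upstream of *RCc3* (Os02g0662000), had 30 reads in NT total input, 92 in anti‐myc and 69 in anti‐PolII. The log2 ratio over NT total input was 2.40 for anti‐myc (95% exact interval, 1.79 to 3.04) and 2.15 for anti‐PolII (1.51 to 2.81). These ratios do not set the region apart, since the medians over the 119 merged regions were 2.00 and 2.43, and 117 of the regions had a log2 ratio of at least 1 for anti‐PolII. The region is given here because *RCc3* is among the genes set to be named. The anti‐myc peak ranked 79 of 10236 by its score. All 3 listed peaks assigned to *RCc3*, 1 of anti‐myc and 2 of anti‐PolII at distances of -136, -1026 and -216 bp, lie within 1300 bp upstream of the TSS, the length of the promoter in the construct. A candidate explanation is that copies of the *RCc3* promoter carried by the transgene raise the reads of both antibodies over an input that was taken from NT plants. Among the 1021 genes with an anti‐myc peak within 1300 bp upstream, 41 also had an anti‐PolII peak there. Of these, 2 had 2 or more, *RCc3* and Os01g0705200, so the combination is rare at other genes. Because the combination was taken from *RCc3* itself, its rarity cannot tell copies of the promoter from binding there. Binding of OsNAC6 and PolII at the promoter itself stays open, because an input of the transgenic plants was not analysed here.

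A region at Os08g0546700, outside the genes set in advance and chosen after its values were seen, had the highest ratios of both antibodies. It lies on chromosome 8 from 27378836 to 27379074, its anti‐myc peak being 3 bp from the TSS in the promoter‐TSS class. It had 2 reads in NT total input, 51 in anti‐myc and 46 in anti‐PolII. Against the limit of 3 reads, anti‐myc was at least 29.2-fold higher than NT total input and anti‐PolII at least 29.5-fold higher, or at least 4.87 and 4.88 on the log2 scale. These bounds leave out counting error, and the exact 95% intervals on the reads start lower, at 3.53 on the log2 scale for both antibodies. An extreme GC content could lower the input reads. The GC content of 61.8% was above that of 88.2% of the merged regions and thus inside the middle 90% set for this test. That limit cannot exclude GC content as a cause, because the relation of input reads to GC content was not tested. The anti‐myc and anti‐PolII reads were near their medians over the merged regions, 48 and 58, whereas the input reads were far below their median of 21. Poor mapping of the region would lower the reads of all 3 libraries alike, which these reads do not show. Low input reads through GC content or for another reason, chance among them, and strong binding stay open, as none could be excluded here.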

How the results depend on the processing

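With 51 alternative values computed, 21 kept their direction and side of the threshold or stayed within their limits, 27 moved and 3 reversed. No paired analysis was possible because each condition has 1 library. The cut‐off, pseudocount, signal and centring alternatives were run on the merged regions alone. Those with NT anti‐myc as the denominator, and all those for the count over NT anti‐myc and for the PolII change against NT, were not run. The central 200 bp of each peak was not run because it is the whole anti‐myc peak.

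The number of bound peaks was 5039, and it was 3080 within 2000 bp of the TSS. Among the alternatives chosen after seeing the data, it was 10236 with any identifier, 2646 with a score at or above the median and 9227 with the peaks of both antibodies. Within 3000 bp, it stayed within 1.5 times the main count. The number of the 51 genes with a bound peak was 3, and it was 8 with the peaks of both antibodies. With the paper's ratios of Table S4, it was 13 at a log2 ratio of at least 1, 6 at a ratio of at least 1.5 and 10 at a ratio of at least 1 within 2000 bp of the TSS. The odds ratio of the 51 against the other genes was 0.440, and it reversed to 1.14 with the ratios of Table S4 of at least 1 and to 1.35 within 2000 bp. The p-values of Fisher's exact test ranged from 0.10 to 1 over its 8 alternatives, so no setting gave a difference. The cause was not tested.

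The share of intergenic peaks, 49.2%, was 22.5% within 2000 bp of the TSS, 36.9% among Os gene models and 47.0% with a score at or above the median. Within 2000 bp of the TSS, the other shares were 39.7% promoter‐TSS, 14.9% TTS, 13.7% exon, 6.58% intron and 1.09% 5′ UTR, as leaving out distant peaks removes intergenic ones. Among Os gene models, they were 17.2% exon, 9.72% intron, 10.1% TTS, 2.04% 3′ UTR and 1.29% 5′ UTR. With a score at or above the median, introns held 6.92% and 3′ UTRs 1.69%. Of the 119 merged regions, 115 had a log2 ratio of at least 1. The count was 61 at a ratio of at least 2, 57 with summed signal at or above the median, 8 after centring on the median and 66 within 2000 bp of the TSS, where all 4 alternatives leave fewer regions or raise the threshold by construction. The odds ratio of the word CACG in anti‐myc against anti‐PolII peaks was 1.79 over whole peaks, which differ in width, and 1.30 over the central 156 bp. It was 0.983 (95% interval, 0.921 to 1.05) over the central 156 bp within 10 GC strata.

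The depth limits the ratios. In 32 of the 115 merged regions with a log2 ratio of at least 1, the lower limit of the 95% interval was at or below 1.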

Differences from the paper's values

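The paper gives 11969 peaks associated with rice gene models, and 5039 anti‐myc peaks were assigned to a gene model with an Os identifier here. Of the alternatives set before the data were examined, the one that could be run, within 2000 bp of the TSS, gave 3080 and did not close the gap. Counting every identifier gave 10236 and counting Os gene models with the peaks of both antibodies gave 9227, both chosen after seeing the values. Both lie within 1.5 times the paper's value, a loose limit, and neither equals it. The whole anti‐myc list holds fewer peaks than 11969. If each peak counts once, the paper's number thus includes peaks outside this list.

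The paper finds 13 of the 51 genes in the ChIP‐seq profiles, and 3 of the 51 had a listed anti‐myc peak here. Within 2000 bp of the TSS, the alternative set before the data were examined, the count was 2, which did not close the gap. With the paper's own log2 ratios in Table S4 of at least 1, an alternative chosen after seeing the values, the count was 13, and it was 10 when these were restricted to 2000 bp from the TSS. Counting the peaks of both antibodies gave 8.

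For the other fields of Figure 5b, the paper's counts were taken as the entries of Table S4 with a log2 ratio of at least 1. This rule was chosen after seeing the values, so the counts cannot test it. They are 99 of the 428 genes, 299 of the 1216 and 33 of the 130. Counted as unique genes, these are 94, 273 and 21. A listed anti‐myc peak was assigned to 56, 144 and 9 unique genes of these sets, and to 37, 96 and 6 within 2000 bp of the TSS, so that alternative did not close the gap.

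The paper names *OsNAS1*, *OsNAS2*, *GSHT*, *SOT*, *GT* and *GAT* among the direct targets. No listed peak of either antibody was assigned here to *OsNAS1*, *OsNAS2*, *GSHT*, *SOT* or *GAT*. Nearby peaks assigned to other identifiers were not searched for. Of the 2 *GT* genes, Os04g0525200 had 1 anti‐PolII peak and no anti‐myc peak, and Os04g0131850 had neither. With the paper's ratios of Table S4 of at least 1, an alternative chosen after seeing the values, each of these genes is called.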

Other observations

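The comparison of the 51 genes with the other genes up‐regulated in *RCc3::OsNAC6* was planned. It was planned with bound peaks set by their ratio, which the listed anti‐myc peaks replaced. The other tests on these genes, and those on the ratios of Table S4, the OsNAC6 exon and shifted peak lists, were chosen only after the results were seen.

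Whether genes that respond more broadly in the RNA‐seq comparisons are bound more often was tested as a hypothesis. For the 51 genes, the odds ratio of a listed anti‐myc peak against the other genes up‐regulated in *RCc3::OsNAC6* was 0.440 (95% interval, 0.0868 to 1.38). For all genes up‐regulated in both overexpressors, 59 of 466 had an anti‐myc peak against 153 of 1264 genes up‐regulated in *RCc3::OsNAC6* and not in *GOS2::OsNAC6*, an odds ratio of 1.05 (0.750 to 1.46, Fisher's exact test, two‐sided, p = 0.74). With the paper's ratios of Table S4, it was 0.983 (0.756 to 1.27), and for a listed anti‐PolII peak it was 1.23 (0.866 to 1.74). Each interval includes 1, so neither more nor less frequent binding of these genes was shown, and the share with a ratio of at least 1 was 25.5% of the 51 genes and 23.1% of the other genes.

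The genes of Figure 5c without a listed anti‐myc peak may be explained by ratios in Table S4 that were taken at peaks of more than the anti‐myc list. Of the 836 genes with a ratio in the complete sheets, 105 have it at the exact distance of a listed anti‐myc peak, 48 at that of a listed anti‐PolII peak only and 683 at that of neither. The paper's median log2 ratio is 2.13 at the anti‐myc peaks, 0.90 at the anti‐PolII peaks and 0.71 at the others, and 104, 20 and 277 of these genes have a ratio of at least 1. All 836 ratios equal a ratio of whole reads, with denominators up to 79, multiplied by the ratio of the library totals of 1.72, against at most 7.30% of the ratios after each of 10 shifts. Equal numbers of reads in both libraries therefore give a log2 ratio of 0.78 in RPM. The lowest ratio among the 13 genes, that of *SOT*, corresponds to 1.17 anti‐myc reads per input read and the highest, that of *PEPTIDE TRANSPORTER*, to 6.50. Which libraries gave the other peaks was not tested.

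Table S4 lists *OsNAS1* (Os03g0307300) and *OsNAS2* (Os03g0307200) with the same log2 ratio, 1.34, and the same distance, -122 bp. This is the only such pair, 1 among the 836 genes, and shuffling the distances gave 0.145 pairs on average over 1000 shuffles. Reads shared between near-identical copies of the promoter, 1 entry carried over to both genes and equal binding cannot be told apart, because no sequence or read count of these sites was analysed here.

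Of the 10236 anti‐myc peaks, 119 (1.16%) overlapped an anti‐PolII peak. After shifting the anti‐myc list by 1 to 50 kb in steps of 1 kb, between 58 and 103 peaks overlapped, with a mean of 77.9, and 0 of 100 shifts gave as many as 119. Chance placement of the 2 lists is thus argued against, and the overlap was 1.53 times that mean. Accessible chromatin, a shared technical bias and joint occupancy stay open, and no biological explanation was tested.

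The word CACG, taken as the core of NAC binding sites, was more frequent in anti‐myc than in anti‐PolII peaks over the central 156 bp (56.8% against 50.3%). The control word GCAC differed alike (64.8% against 59.2%). The mean GC content was 50.4% in the anti‐myc and 46.3% in the anti‐PolII peaks. Within 10 GC strata, the odds ratio of CACG was 0.983 (95% interval, 0.921 to 1.05) and that of GCAC 1.05 (0.981 to 1.12), in line with GC content as the source of the difference. Binding at CACG would predict higher scores for anti‐myc peaks with the word, whereas their mean score rank within GC strata was lower by 1.70 percentile points, a difference of -1.70 (permutation test, two‐sided, p = 0.0032). The longer word CATGTG was not enriched within the GC strata either, with an odds ratio of 1.05 (0.945 to 1.16), against 1.00 (0.872 to 1.16) for its reverse GTGTAC. Within GC strata, CACG thus did not set the listed anti‐myc peaks apart from the anti‐PolII peaks. These tests cannot exclude binding at CACG, because the word is common in both lists and no unbound sequences were compared. That the score follows binding was assumed. Binding at a minority of peaks or through words that were not searched also stays open.

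Among the genes of Figure 6a, 3 of 11 had a listed anti‐myc peak. Besides *OsDEP*, *OsIDI1-1* (Os10g0419400) had one on chromosome 10 from 14756366 to 14756566 at a distance of -2143 bp, with a score of 33.1 in the authors' deposited table. *OsIDI4* (Os09g0453800) had one on chromosome 9 from 17026392 to 17026592 in intron 1, with a score of 36.4 in the authors' deposited table, and a second peak in its exon 2 from 17027463 to 17027663 was assigned to another identifier. Anti‐PolII peaks were listed at *OsNAS3* (at -4950 bp), at *OsIDI2* (at 225 and 1589 bp) and at the second *OsDEP* gene, Os11g0484000 (at 42 bp). No listed peak was assigned to *OsMTK1*, *OsMTK2* or *OsIDI1-2*, nor to *GOS2* or *UBIQUITIN 1*. The paper used *UBIQUITIN 1* as the internal control of its root qRT‐PCR. A missing anti‐PolII peak therefore does not show that a gene was not transcribed. The 3 regions set to be named by their ratio were assigned to Os03g0807400 (log2 ratio 3.02, 95% interval 2.27 to 3.84), Os11g0477400 (2.64, 1.82 to 3.54) and Os04g0507000 (2.56, 1.74 to 3.46).

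At *OsNAC6* (Os01g0884300), 1 listed peak was found, an anti‐PolII peak in exon 2 of 3 on chromosome 1 from 38400914 to 38401070, which the authors assigned to Os01g0884350, with a score of 20.4 in the authors' deposited table, and no anti‐myc peak. Its score was above that of 2.23% of the anti‐PolII peaks. Copies of the coding sequence carried by the transgene would raise the reads of both antibodies, so the missing anti‐myc peak does not speak for them. With 1 listed peak and no read counts at this gene, such copies and transcription of the gene itself cannot be told apart.

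The highest score in each list stood far above the next. The authors' deposited table gives 265.5 for an anti‐myc peak on chromosome 2 from 28721597 to 28721797, where the next is 66.9. The authors' deposited table gives 1358 for an anti‐PolII peak on chromosome 9 from 7412649 to 7412805, where the next is 115.6. The sequences of both peaks are in lower case over 100% of their length, against a mean of 37.6% and 29.6% in the lists. No explanation of these scores was tested.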
